# Transcriptional dynamics of transposable elements when converting fibroblast cells of *Macaca mulatta* to neuroepithelial stem cells

**DOI:** 10.1186/s12864-021-07717-9

**Published:** 2021-06-04

**Authors:** Dahai Liu, Li Liu, Kui Duan, Junqiang Guo, Shipeng Li, Zhigang Zhao, Xiaotuo Zhang, Nan Zhou, Yun Zheng

**Keywords:** Transposable element (TE), Endogenous retrovirus (ERV), Long terminal repeat (LTR), Transcription, Fibroblast, Induced pluripotent stem cell (iPSC), Neuroepithelial stem cell (NESC)

## Abstract

**Background:**

Transposable elements (TE) account for more than 50% of human genome. It has been reported that some types of TEs are dynamically regulated in the reprogramming of human cell lines. However, it is largely unknown whether some TEs in *Macaca mulatta* are also regulated during the reprogramming of cell lines of monkey.

**Results:**

Here, we systematically examined the transcriptional activities of TEs during the conversion of *Macaca mulatta* fibroblast cells to neuroepithelial stem cells (NESCs). Hundreds of TEs were dynamically regulated during the reprogramming of *Macaca mulatta* fibroblast cells. Furthermore, 48 Long Terminal Repeats (LTRs), as well as some integrase elements, of *Macaca* endogenous retrovirus 3 (MacERV3) were transiently activated during the early stages of the conversion process, some of which were further confirmed with PCR experiments. These LTRs were potentially bound by critical transcription factors for reprogramming, such as KLF4 and ETV5.

**Conclusion:**

These results suggest that the transcription of TEs are delicately regulated during the reprogramming of *Macaca mulatta* fibroblast cells. Although the family of ERVs activated during the reprogramming of fibroblast cells in *Macaca mulatta* is different from those in the reprogramming of human fibroblast cells, our results suggest that the activation of some ERVs is a conserved mechanism in primates for converting fibroblast cells to stem cells.

**Supplementary Information:**

The online version contains supplementary material available at (10.1186/s12864-021-07717-9).

## Introduction

Transposable elements (TEs) are abundant in mammalian genomes. According to the latest results of RepeatMasker (version open-4.0.5), the human and mouse genome consist of 52.6% and 45.0% TEs, respectively. TEs could largely be divided as two types, Class I retrotransposons and Class II DNA transposons [1]. While Class II DNA transposons use “cut and paste” mechanism to jump to different loci of the genome, Class I retrotransposons use “copy and paste” mechanism to spread through the genome which contributes to their abundance in the genome [1].

Endogenous retroviruses (ERVs) belong to Class I retrotransposons [1] and are remains of past retroviral infections [2]. ERVs normally consist of two flanking long terminal repeats (LTRs) on the two sides of central regions [1]. The numbers of LTRs are larger than those of ERVs since non-allelic homologous recombination could generate an additional copy of the so called “solo LTR” [1]. ERVs are normally bound by Krüppel associated box-Zinc Finger Proteins (KRAB-ZFPs) which then recruit TRIM28 for establishment of local heterochromatin [2–5]. ERVs play important roles in the development and differentiation processes of mammals [1, 2, 6]. Long interspersed nuclear elements (LINEs) and short interspersed nuclear elements (SINEs) have no flanking LTRs and also belong to Class I retrotransposons [1].

ERVs are actively regulated in stem cells and reprogramming of somatic cells. Pluripotent stem cells could be obtained from either embryonic stem cells [7] or induced pluripotent stem cells (iPSCs) through factor-mediated reprogramming [8]. It is widely reported that the transgenic expressions of four key transcription factors (TFs) (Myc, Klf4, Oct4 and Sox2) can convert somatic cells to generate induced pluripotent stem cells (iPSCs) [8–11]. These key TFs bind to the LTR of murine leukemia virus in mouse and LTR7 of HERV type-H (HERV-H) in human and activate the transcription of LTR-derived transcripts which is a critical mechanism in the generation of mouse and human iPSCs, respectively [3, 12–15]. Some LTR-derived transcripts are associated with enhancer regions and may contribute to the maintenance of pluripotency [14].

In comparisons to human and mouse, 49.33% of the genome of rhesus monkey *Macaca mulatta* are TEs. Although there have been many work in the TEs of human [12, 14, 16, 17] and mouse stem cells [14, 18], the study of TEs in monkey stem cells is very limited. Only a few studies of monkey stem cells were performed till now [19–21], but these studies did not pay attention to TEs. One recent study found that TE derived non-coding transcripts have conserved expression patterns in stem cells of four primates [22].

To enhance our understanding of TEs in the reprogramming of iPSCs in *Macaca mulatta*, we generated a set of time series RNA-Seq profiles when converting *Macaca mulatta* fibroblast cells to neuroepithelial stem cells (NESCs). Through bioinformatics analysis of the obtained RNA-Seq profile, we identified hundreds of TEs that are dynamically regulated in the induction process of NESCs from fibroblast cells. Furthermore, our results indicate that 48 LTRs of *Macaca* endogenous retrovirus 3 family (MacERV3) are transiently activated in the reprogramming of fibroblast cells, potentially through key TFs, such as KLF4 and ETV5. We also validated the transient activation of two LTRs of MacERV3 with PCR experiments. These results provide new insight into the potential roles of LTRs in the generation of NESCs of *Macaca mulatta*.

## Results and discussions

### Inducing the fibroblast cells to neuroepithelial stem cells

We used a combination of three stem cell TFs, i.e., SOX2, OCT4 and KLF4, to convert fibroblast cells of *Macaca mulatta* to NESCs [20] (see “Materials and methods” section). We collected fibroblast cells at the third generation before conversion (named as RF-P3), and cells on day 5 (as RF-iN-d5), day 11 (as RF-iN-d11) after initiation of the conversion protocol. These three cell lines represent the original fibroblast cells and those at early stages when fibroblast cells converting to neuroepithelial stem cells. The RF-iN-d11 cells were further passaged and cultured on 5 mg/ml laminin (Gibco) coated plates in iNESC-M culture media. We then collected epithelial cell colonies at early passages 6 (as CHIR-P6) and later passages 23 (as CHIR-P23). After that, two ideal single-cell formatted colonies (named as C8-P7 and A9-P7, respectively) were collected. On and after CHIR-P6, the procedure for producing NESCs was regarded as being finished. Thus, CHIR-P6 and later cells were regarded as NESCs [20]. 

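RNA sequencing profiles of the 7 cell lines were used, with 2 libraries for each cell line (14 libraries in all). The earlier stages are the fibroblasts (RF-P3) and the cells on day 5 (RF-iN-d5) and day 11 (RF-iN-d11) of the conversion. The NESC lines are CHIR-P6, CHIR-P23 and the single-cell colonies C8-P7 and A9-P7. For valproic acid, a histone deacetylase inhibitor of the induction medium that the paper's methods leave out again before day 11, the paper gives 1 µM and the sample labels give 1 mM. The authors' values are FPKM for 33737 gene loci, made with HISAT2 2.1.0, Cufflinks 2.2.1 and Cuffnorm 2.2.1 on the build Mmul_8.0.1 according to the submitters' processing notes. For 28445 of these loci (84.3%), the deposited values stood 1 position below their gene label: of the 1627 genes of Table S1, 1339 matched the position below and 142 their own position, within 0.3 on the log2(FPKM + 1) scale. The values of this stretch were moved back to their labels, after which 1481 of the 1627 genes (91.0%) matched Table S1 in all 7 averages, against 144 (8.85%) as labelled. The FPKM of a library summed to between 571238 and 697883. The paper states between 11 and 49 M reads per profile, and no read counts were used here. Relative depth, read from the steps between the lowest FPKM values, was 1 for RF-P3, 1.40 for RF-iN-d5, 1.25 for RF-iN-d11, 1.54 for CHIR-P6, 4.73 for CHIR-P23, 1.27 for C8-P7 and 5.31 for A9-P7. Both libraries of each cell line differed by less than the sampling noise, so each pair was averaged and counted as 1 sample. With 1 sample per cell line, a difference between any 2 cell lines is a description with no test, counted where it reached at least 2-fold in log2(FPKM + 1). The comparison that can be tested sets the 4 NESC lines against the 3 earlier lines, with limma on log2(FPKM + 1) over the 15024 genes at 1 FPKM or more in at least 2 libraries. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1. All fold changes are on the log2(FPKM + 1) scale, which understates the change of genes with low FPKM. The lines follow each other in the paper's account of the conversion, so these p-values measure the spread between the lines and not between independent conversions. The culture medium also changed with the stage, so effects of the medium cannot be told apart from the NESC state. Gene lists, thresholds and the test between the NESC and earlier lines were chosen before the data were examined, whereas the averaging of the pairs and the realignment were chosen after.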

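Most fibroblast genes were far lower in the NESC lines than in the earlier lines, and most genes of the neural epithelium were higher. COL1A2 and COL1A1, which encode the chains of type I collagen, averaged 0.988 ± 1.38 and 0.924 ± 0.934 FPKM in the NESC lines (SD, n = 4), against 1470.35 ± 702 and 1206 ± 957 FPKM in the earlier lines (SD, n = 3). MSI1, an RNA-binding protein of neural progenitors, averaged 21.8 ± 4.13 FPKM in the NESC lines (SD, n = 4) and 0.495 ± 0.676 FPKM in the earlier lines (SD, n = 3). Of 24 fibroblast genes tested, 22 fell (also 22 when adjusted over the list alone), and the other two, TAGLN and ACTA2 of the contractile cytoskeleton, did not pass the test, with TAGLN at 84.7 FPKM in C8-P7 and ACTA2 at 45.7 FPKM in CHIR-P6. Log2 fold changes were -9.65 for COL1A2 (SE 0.50, adjusted p = 6.8e-05), -9.13 for COL1A1 (SE 0.53, adjusted p = 7.9e-05), -8.32 for COL3A1, a further collagen (SE 0.87, adjusted p = 6.0e-04), and -7.95 for S100A4, a calcium-binding protein of fibroblasts (SE 0.94, adjusted p = 9.7e-04). The fibroblast list as a whole was called lower by camera only with a preset correlation between genes of 0.01 (adjusted p = 4.1e-15). With the estimated correlation of 0.38, it was not called (camera, adjusted p = 0.28). Of 19 neuroepithelial genes tested, 14 rose (also 14 when adjusted over the list alone) and 5 did not pass the test. Among them, POU3F2, a neural POU-domain factor, rose by a log2 of 4.83 (SE 0.72, adjusted p = 0.0025) and MSI1 by 4.00 (SE 0.29, adjusted p = 1.4e-04, with C8-P7 the highest at 28.0 FPKM). SOX3, a factor of neural progenitors, was at 0.0500 FPKM in CHIR-P6 and at 36.7 to 75.4 FPKM in the later lines (log2 4.37, SE 1.40, adjusted p = 0.042). FABP7, a fatty acid-binding protein of radial glia, was already at 193 FPKM in RF-iN-d11 (log2 4.23, SE 1.37, adjusted p = 0.044). The call of SOX3 was lost without any 1 line other than CHIR-P6 (log2 3.75 to 4.40), and that of FABP7 without any 1 line other than RF-iN-d11 (log2 2.55 to 4.55). The count of risen neuroepithelial genes was 8 without RF-iN-d5, 9 without CHIR-P23, C8-P7 or A9-P7, and 9 with no filter on low values. The neuroepithelial list as a whole was called higher by camera only with the preset correlation (adjusted p = 5.0e-07). With the estimated correlation of 0.30, it was not called (camera, adjusted p = 0.28). Of 9 expressed pluripotency genes, 4 rose, 1 fell and 4 did not pass the test (the same counts when adjusted over the list alone). LIN28A, an RNA-binding protein that blocks let-7 maturation, had the largest increase of these (log2 7.21, SE 0.59, adjusted p = 2.1e-04), with 51.4 FPKM in CHIR-P6 and 266 to 285 FPKM in the later lines. SALL4, a zinc finger factor of stem cells, rose by a log2 of 3.68 (SE 0.66, adjusted p = 0.0051). ZFP42, a marker of pluripotent cells, fell by a log2 of 2.89 (SE 0.60, adjusted p = 0.0087). ZFP42 was highest in the fibroblasts, at 21.8 FPKM in RF-P3, 5.30 in RF-iN-d5, 2.02 in RF-iN-d11, 0.0851 in CHIR-P6 and 0 in the later lines. NANOG, DPPA2, DPPA4, ESRRB, TFCP2L1, GDF3, PRDM14 and TERT of the same list were under 1 FPKM in every line and were not tested. Without RF-P3 or without CHIR-P6, 2 of the pluripotency genes fell. Of 6 factors of the epithelial-mesenchymal transition, 3 fell (3 when adjusted over the list alone), namely TWIST2, SNAI2 and TWIST1, by log2 changes of -5.72, -4.69 and -3.56 (adjusted p = 7.5e-04, 0.0013 and 0.0012). Over all 15024 genes tested, 1137 were higher and 1987 lower in the NESC lines. Quantile normalization gave 1621 higher and 1668 lower genes, a pseudocount of 5 gave 501 and 1115, and no fold change minimum gave 2522 and 3094. The median log2 difference of all genes was -0.02 as deposited, 0.15 after quantile normalization and 0.09 after rescaling each library to the same total. The paper regards the procedure as finished at CHIR-P6, and these and the later cells as NESCs.

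**Figure D1:**
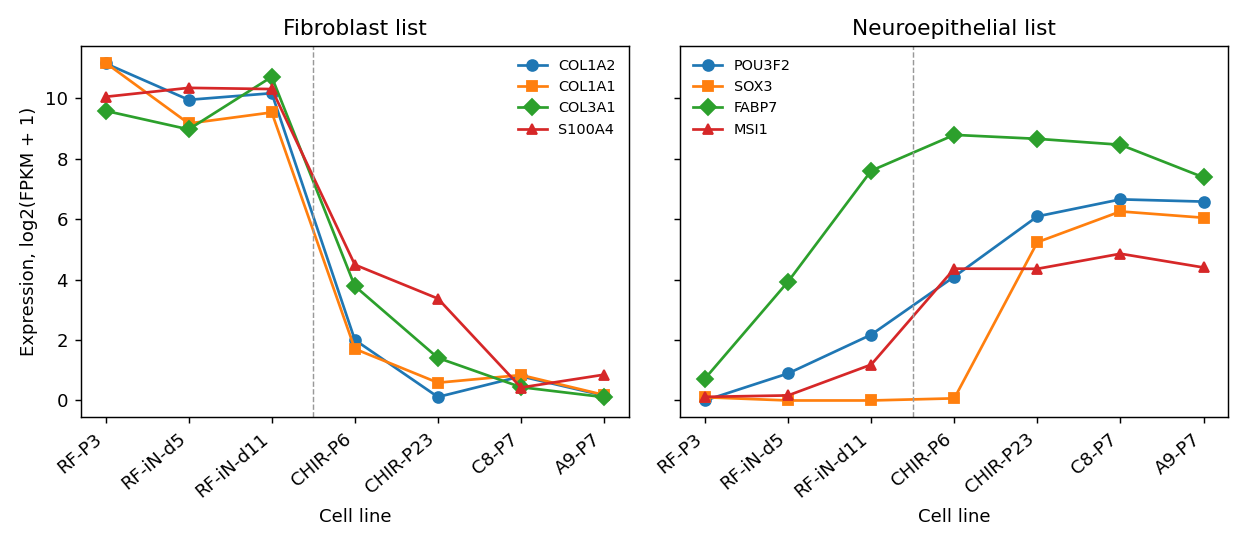
Expression of 4 fibroblast genes (left) and 4 neuroepithelial genes (right) in the 7 cell lines, as log2(FPKM + 1) of the average of both libraries; the dashed line parts the earlier lines from the NESC lines. The fibroblast genes lie above 8 in every earlier line and below 5 in every NESC line, and SOX3 rises only after CHIR-P6.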

The total RNAs of these 7 obtained cell lines (with two replicates for each cell line) were sequenced with Illumina HiSeq 2000 sequencer and we obtained 11 to 49 million 2×100 bp pair-end reads from these RNA-Seq profiles.

### The gene expression patterns in the reprogramming of fibroblast cells

We used the Cufflinks (v2.2.1) pipeline [23] to align the obtained RNA-Seq profiles to the genome of rhesus monkey and to quantify the abundance of genes at different stages of the reprogramming procedure. We obtained 40,705 genes after analyzing these 14 RNA-Seq profiles. These genes were filtered to keep 1627 genes with at least 20 FPKM in at least one of the 7 average values of two replicate and at least a standard deviation value of at least 20 FPKM in the 7 average values of two replicate (as listed in Additional file 1: Supplementary Table S1). These 1627 genes were clustered with the Self Organizing Map algorithm in the GeneCluster 2 package [24]. 

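Most of the expression change along the conversion lay in 2 steps: the first 5 days, when the introduced factors came on, and the passage from RF-iN-d11 to CHIR-P6, when the fibroblast genes were lost. On day 5, 1408 genes were at least 2-fold higher and 1265 at least 2-fold lower than in RF-P3. SPP1, the secreted matrix protein osteopontin, was at 1320.2 FPKM in RF-iN-d5 and 4.38 FPKM in RF-P3, and ALDH3A1, an aldehyde dehydrogenase, at 68.8 and 0.319 FPKM. The genes with the largest decreases included ACTA2, smooth muscle actin (4.55 FPKM against 570 FPKM), CNN1, the actin-binding calponin (0.15 against 80.1 FPKM), and GREM1, a secreted BMP antagonist (3.53 against 528 FPKM). Between days 5 and 11, 428 genes were higher and 379 lower, with LPL, lipoprotein lipase, at 32.1 against 1.36 FPKM and MYL9, a myosin light chain, at 5.37 against 35.6 FPKM. From RF-iN-d11 to CHIR-P6, 1276 genes were higher and 1970 lower. The largest increases included WNT8A, a WNT ligand (96.0 against 0.184 FPKM), COL2A1, a type II collagen chain (79.9 against 0.168 FPKM), and DES, the intermediate filament desmin (133 against 1.22 FPKM). The largest decreases included COL1A2 (3.01 against 1148 FPKM), IGFBP6, a binding protein of insulin-like growth factors (1.43 against 687 FPKM), and DCN, the matrix proteoglycan decorin (1.77 against 429 FPKM). PI3, a secreted protease inhibitor, was at 208 FPKM in RF-iN-d11 and is listed at 0 in CHIR-P6. From passage 6 to passage 23, 209 genes were higher and 643 lower, with LIN28B at 44.7 against 3.37 FPKM and A2M, a protease inhibitor, at 39.7 against 257 FPKM. Against RF-P3, CHIR-P6 had 1891 higher and 2419 lower genes. These comparisons have no replicate check, and a pseudocount of 0.1 or 5 moved most of their counts by more than 1.5 times. With at least 20 FPKM in 1 of the 7 averages and a standard deviation of at least 20 FPKM over them, 1571 genes were kept, of which 1545 are among the genes of Table S1.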

The obtained results were shown in Fig. 1a. 

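Cluster G0 of the paper's Table S1 holds 138 genes, among them genes of cell division and of the neural epithelium. CENPF, a kinetochore protein of dividing cells, was at 40.5 FPKM in RF-P3, 26.0 in RF-iN-d5, 18.2 in RF-iN-d11, 68.0 in CHIR-P6, 107 in C8-P7 and 109 in A9-P7. IGFBPL1, a secreted protein related to the IGF-binding proteins, was under 1 FPKM in the earlier lines and at 84.2 FPKM in CHIR-P6. The mean over the 138 genes was 31.6 ± 28.8 FPKM in RF-P3, 22.6 ± 18.6 in RF-iN-d5, 20.3 ± 16.7 in RF-iN-d11, 48.5 ± 28.2 in CHIR-P6, 62.2 ± 25.9 in CHIR-P23, 70.5 ± 28.5 in C8-P7 and 68.3 ± 25.1 in A9-P7 (SD over genes). Of the 138 genes, 62 were lowest in RF-iN-d11 and 52 in RF-P3, while 63 were highest in C8-P7 and 47 in A9-P7. The clusters were formed by the authors on these same averages, so the shape of a cluster is not independent evidence.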

The expressions of genes in Cluster G0 in Fig. 1a had a slight reduction at the third time point and then increased till the second last time point. 

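Clusters G6 and G10 of Table S1 hold 36 and 35 genes and differ in when and by how much their genes were highest. In G6, H19, an imprinted noncoding RNA, was at 115 FPKM in RF-P3, 619 in RF-iN-d5, 1051 in RF-iN-d11 and 24.6 in CHIR-P6, and THY1, a surface glycoprotein of fibroblasts, was at 155, 360, 379 and 21.3 FPKM in the same lines. The mean of G6 was 231 ± 126 FPKM in RF-P3, 370.2 ± 137 in RF-iN-d5, 403 ± 235 in RF-iN-d11 and 97.4 ± 70.2 in CHIR-P6 (SD over genes), and lay between 60.6 and 74.2 FPKM in the later lines. Of the 36 genes of G6, 15 were highest in RF-iN-d11, 13 in RF-iN-d5 and 8 in RF-P3. From RF-iN-d11 to CHIR-P6, 30 of them were at least 2-fold lower. In G10, TUBA1A, an alpha-tubulin of neurons and dividing cells, was at 571 FPKM in RF-iN-d11, 1181 in CHIR-P6 and 765 in CHIR-P23. The mean of G10 was 698 ± 599 FPKM in RF-iN-d11, 829 ± 692 in CHIR-P6 and 736 ± 561 in CHIR-P23 (SD over genes). Only 16 of the 35 genes of G10 matched Table S1 within 0.3 on the log2(FPKM + 1) scale, against 36 of the 36 genes of G6, so the levels of G10 are less certain.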

On the contrary, the genes in Clusters G6 and G10 had increased expressions at the third and fourth time points, respectively. 

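Cluster G5 of Table S1 holds 175 genes, with many of the secretory pathway. SSR1, a subunit of the translocon-associated complex of the endoplasmic reticulum, was at 161 FPKM in RF-P3, 122 in RF-iN-d5, 100.03 in RF-iN-d11, 51.0 in CHIR-P6, 54.6 in CHIR-P23, 45.1 in C8-P7 and 41.4 in A9-P7. The mean over the 175 genes was 141 ± 55.6, 127 ± 46.5, 117 ± 46.0, 85.3 ± 34.5, 80.2 ± 31.2, 73.5 ± 29.9 and 68.7 ± 26.8 FPKM in the same order of lines (SD over genes). In 104 of these genes RF-P3 was the highest of the 7 lines, and in 78 A9-P7 was the lowest.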

The expressions of genes in Cluster G5 gradually decreased in the whole reprogramming procedure.

**Fig. 1:**
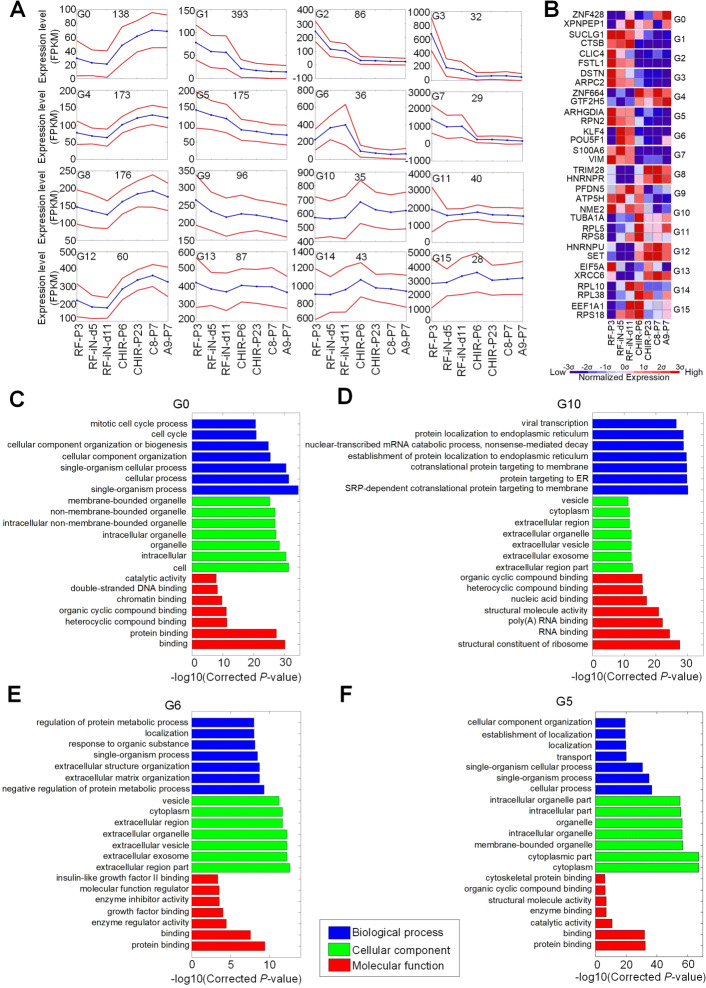
The clusters of gene with different expression patterns during the reprogramming of fibroblast cells in *Macaca mulatta.***(A)** The clusters of genes and their expression patterns at different stages of reprogramming. The numbers in the plots are the numbers of genes in the clusters. Blue lines indicate the average expression levels of genes in the cluster in different cell lines. Red lines indicate average expressions plus/minus standard deviations. **(B)** The expressions of two representative genes in each cluster of Part (A). **(C)** The most significantly enriched GO terms in the G0 cluster. **(D)** The most significantly enriched GO terms in the G10 cluster. **(E)** The most significantly enriched GO terms in the G6 cluster. **(F)** The most significantly enriched GO terms in the G5 cluster. In Part (C) to (F), the top 7 GO terms with the smallest multiple test corrected *P*-values in the three major GO categories were shown. The source data of Part (C) to (F) are available in Additional file 1: Table S4, S14, S10, and S9, respectively

We next analyzed the enriched GO terms of genes in the gene clusters and the significantly enriched (corrected *P*<0.05, Hypergeometric tests corrected with the Benjamini and Hochberg method [25]) GO terms of Clusters G0 to G15 were listed in Additional file 1: Table S2 to S17, respectively. The most significant GO terms of G0, G10, G6, and G5 are also shown in Fig. 1c to f, respectively.

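POU3F2 and SALL4, both in Cluster G0, showed the rise of this cluster at CHIR-P6: SALL4 was at 7.86 FPKM in RF-iN-d11, 27.6 in CHIR-P6, 40.4 in CHIR-P23, 45.8 in C8-P7 and 56.2 in A9-P7. Averages of SALL4 were 42.5 ± 11.9 FPKM in the NESC lines (SD, n = 4) and 3.64 ± 3.96 FPKM in the earlier lines (SD, n = 3), and those of POU3F2 69.4 ± 38.3 and 1.46 ± 1.84 FPKM. From RF-iN-d11 to CHIR-P6, 89 of the 138 genes of G0 were at least 2-fold higher and 1 was lower, with a median log2 difference of 1.25. Tested with limma over the NESC and earlier lines, 89 of 137 genes rose and 48 did not pass the test. G0 was formed on these same averages, so this count is not independent evidence. XPNPEP1, a G0 gene that the paper plots in Fig. 1B and that encodes an aminopeptidase, had a log2 fold change of 0.07 (SE 0.33, adjusted p = 0.88), with C8-P7 the lowest NESC line at 47.3 FPKM, and which was -0.32 without RF-P3 and -0.01 without A9-P7. CENPU, a centromere protein of the cluster, rose by a log2 of 1.68 (SE 0.37, adjusted p = 0.011).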

The genes in G0 are upregulated after the fourth time point when the NESCs were established. 

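Genes of the cell cycle, listed from textbook knowledge of DNA replication and mitosis, were over-represented in Cluster G0. Of the 30 cell cycle genes in Table S1, 16 lie in G0, where 2.54 would be expected (Fisher's exact test, adjusted p = 9.7e-09 over 120 pairs of a list and a cluster). In the NESC lines, 22 of 40 cell cycle genes tested rose (23 when adjusted over the list alone) and 18 did not pass the test. MCM3, part of the replicative helicase, averaged 111 ± 17.3 FPKM in the NESC lines (SD, n = 4) and 36.3 ± 26.6 FPKM in the earlier lines (SD, n = 3), a log2 fold change of 1.79 (SE 0.39, adjusted p = 0.011). For CENPF it was 1.74 (SE 0.28, adjusted p = 0.0032), and for MCM7, another helicase subunit, 1.82 (SE 0.47, adjusted p = 0.020). The same genes were already expressed in the fibroblasts: 23 of the 40 genes were at least 2-fold lower in RF-iN-d5 than in RF-P3 (median log2 -1.06), and 35 were at least 2-fold higher in CHIR-P6 than in RF-iN-d11. Against RF-P3, CHIR-P6 had no cell cycle gene that was 2-fold higher and 2 that were lower, RRM2 of nucleotide synthesis (76.8 against 165 FPKM) and PRC1 of the mitotic spindle (54.5 against 139 FPKM), with a median of -0.06. Camera called the list as a whole higher only with the preset correlation of 0.01 (adjusted p = 3.8e-09). With the estimated correlation of 0.89, it did not (camera, adjusted p = 0.50). The count of 22 was 36 without RF-P3, 10 without RF-iN-d5, 11 without RF-iN-d11, 14 without CHIR-P23 or C8-P7 and 12 without A9-P7, and the call of MCM7 was lost without RF-iN-d5, RF-iN-d11, CHIR-P23, C8-P7 or A9-P7 (log2 1.51 to 1.77). From the enriched GO terms of the cell cycle, the paper relates G0 to the unlimited proliferation of stem cells.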

As shown in Fig. 1c, two GO terms, i.e., mitotic cell cycle process and cell cycle, are enriched in G0, which is consistent with the unlimited proliferation property of stem cells. Several other enriched GO terms related to binding, such as protein binding, double stranded DNA-binding, intracellular organelle, organelle, cell, and chromatin binding, are also related to the proliferation.

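TUBA1A and NME2, a nucleoside diphosphate kinase, are the genes of Cluster G10 that the paper plots in Fig. 1B. NME2 was at 846 FPKM in RF-iN-d11, 822 in CHIR-P6 and 755 in CHIR-P23, while TUBA1A was higher in CHIR-P6 than in any other line. CHIR-P6 was the highest of the 7 lines in 15 of the 35 genes of G10, and 27 were above RF-iN-d11 there, with a median log2 difference of 0.25. At least 2-fold differences between RF-iN-d11 and CHIR-P6 were limited to 1 gene that was higher and 1 that was lower. From CHIR-P6 to CHIR-P23, 9 of the 35 genes were above and the median log2 difference was -0.15. In the test of the NESC lines against the earlier lines with limma, 0 of the 35 genes were called, 12 having an unadjusted p under 0.05 (10 higher and 2 lower), and 2 were called higher after quantile normalization.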

The genes in G10 show a transient upregulation at the fourth time point, i.e., exactly when the NESCs were established. 

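Ribosomal proteins, the protein part of the translation machinery, were the only one of the gene lists with an excess of members in Cluster G10. Of the 76 ribosomal protein genes in Table S1, 10 lie in G10, where 1.63 would be expected (Fisher's exact test, adjusted p = 7.8e-05): RPL7A, RPL12, RPL28, RPL31, RPL34, RPL35A, RPL37A, RPLP2, RPS2 and RPS15A. The first of these, RPL7A (chosen after its values were seen), was at 2481 FPKM in RF-iN-d11, 2958 in CHIR-P6 and 2152 in CHIR-P23. Over all 74 ribosomal protein genes tested, the median log2 difference was 0.17 from RF-iN-d11 to CHIR-P6 and -0.25 from CHIR-P6 to CHIR-P23, and in neither step did a gene reach 2-fold. Between the NESC and earlier lines, limma called 0 of the 74 (0 when adjusted over the list alone), with 6 at an unadjusted p under 0.05. Camera called the list as a whole higher only with the preset correlation (adjusted p = 0.0059). With the estimated correlation of 0.77, it did not (camera, adjusted p = 0.78).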

As shown in Fig. 1d, this cluster includes some GO terms related to endoplasmic reticulum (ER), RNA binding, poly(A) RNA binding, extracellular region, which might be related to the translations and transitions of proteins to extracellular regions. These results suggest that transitions of proteins to extracellular regions, potentially for communications between cells, are important when the NESCs were being established.

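POU5F1, KLF4 and SOX2 are the reprogramming factors that were introduced by retroviruses. KLF4, a zinc finger factor, was at 4.97 FPKM in RF-P3, 367 in RF-iN-d5, 278 in RF-iN-d11, 24.5 in CHIR-P6, 6.83 in CHIR-P23, 0.194 in C8-P7 and 1.44 in A9-P7. POU5F1, the POU-domain factor also known as OCT4, was at 0.174, 631, 461, 181, 74.7, 14.3 and 298 FPKM in the same order of lines. SOX2, a factor of pluripotent and neural stem cells, was at 0.0283, 67.1, 104, 109, 97.8, 81.3 and 87.1 FPKM, and lies in Cluster G4. The reads of the introduced and the endogenous copies cannot be told apart in these values. In Table S1, KLF4 spans 32064318 to 32067563 and POU5F1 31849068 to 31854980 of their chromosomes (Mmul_8.0.1), whereas the locus of SOX2, from 111229904 to 111445753, is far longer than the gene and can hold reads of other transcripts. Between the NESC and earlier lines, the 3 factors had log2 fold changes of -4.11 for KLF4 (SE 1.59, adjusted p = 0.076), 0.35 for POU5F1 (SE 2.18, adjusted p = 0.91) and 2.28 for SOX2 (SE 1.44, adjusted p = 0.24) with limma, so 0 of 3 were called and 1 had an unadjusted p under 0.05. Without RF-P3, KLF4 was called at a log2 of -6.03 and POU5F1 stood at -2.60, and without A9-P7 POU5F1 stood at -0.23.

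**Figure D2:**
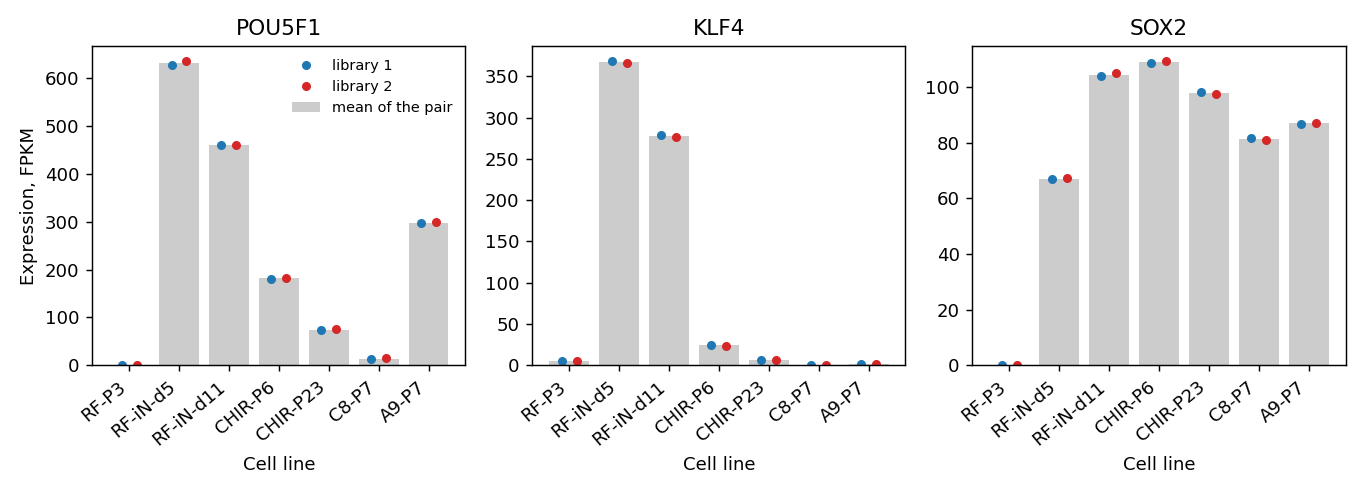
FPKM of POU5F1, KLF4 and SOX2 in the 7 cell lines; dots are the 2 libraries of a line and grey bars the mean of the pair. POU5F1 and KLF4 are highest in RF-iN-d5, at 631 and 367 FPKM, and POU5F1 is at 298 FPKM in A9-P7 but 14.3 FPKM in C8-P7.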

G6 is an important cluster and includes several key TFs, such as POU5F1 (also known as OCT4) and KLF4 (see Fig. 1b). This cluster has many enriched GO terms related to extracellular parts of cells (Fig. 1e), consistent with the physiological conversion of cell lines. Furthermore, binding and enzyme regulator activity, and regulation protein metabolic process are also enriched in G6, which is in accordance with the need to change the status of the cells. 

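Genes of the extracellular matrix and of secreted proteins made up 6 of the 36 genes of G6: CLU, COL6A1, DCN, IGFBP5, IGFBP6 and MMP2. DCN was at 324 FPKM in RF-P3 and 123 in RF-iN-d5 and averaged 0.505 ± 0.844 FPKM in the NESC lines (SD, n = 4), against 292 ± 155 FPKM in the earlier lines (SD, n = 3). IGFBP6 was at 138 FPKM in RF-P3, 532 in RF-iN-d5 and 687 in RF-iN-d11. Of the 39 genes of this list in Table S1, 6 in G6 compare with 0.863 expected (Fisher's exact test, adjusted p = 0.0035). The fibroblast list had 3 of its 23 genes of Table S1 in G6 (Fisher's exact test, adjusted p = 0.17).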

G6 also shows many GO terms related extracellular region, extracellular exosome, etc., suggesting that transitions of proteins to extracellular regions are active for fulfilling the reprogramming of fibroblast.

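Extracellular matrix and secreted protein genes were lower in the NESC lines, and the largest part of this loss came with CHIR-P6. Of 44 such genes tested, 38 fell (40 when adjusted over the list alone) and 6 did not pass the test. The log2 fold change was -7.67 for IGFBP6 (SE 0.62, adjusted p = 2.1e-04) and -5.62 for TIMP1, an inhibitor of matrix metalloproteinases (SE 0.51, adjusted p = 3.6e-04). The list as a whole was called lower by camera only with the preset correlation (adjusted p = 2.2e-18). With the estimated correlation of 0.11, it was not called (camera, adjusted p = 0.18). From RF-P3 to RF-iN-d5, 4 of the 44 genes were at least 2-fold higher and 17 lower (median log2 -0.61). From day 5 to day 11, 3 genes were higher and 5 lower, with COL3A1 at 1672 against 500.4 FPKM. CHIR-P6 had 40 of the 44 genes at least 2-fold lower than RF-iN-d11 and 0 higher (median log2 -2.94). In G6 as a whole, 14 of 36 genes were at least 2-fold higher in RF-iN-d5 than in RF-P3, and 30 of 36 were lower in the NESC lines than in the earlier lines with limma. The counts in G6 are not independent evidence, since the cluster was formed on these same averages. From the GO terms of the extracellular region in G6, the paper proposes that the transfer of proteins to extracellular regions is active in the reprogramming of fibroblasts.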

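RPN2, a subunit of the oligosaccharyltransferase complex, is a Cluster G5 gene plotted in Fig. 1B and went from 231 FPKM in RF-P3 over 203 in RF-iN-d5, 170.4 in RF-iN-d11, 150.2 in CHIR-P6 and 118 in CHIR-P23 to 106 in C8-P7 and A9-P7. SURF4, a cargo receptor of the endoplasmic reticulum, was at 206 FPKM in RF-P3, 123 in RF-iN-d5, 114 in RF-iN-d11, 74.6 in CHIR-P6, 68.8 in C8-P7 and 54.5 in A9-P7. The median log2 difference over the cluster was -0.23 from RF-P3 to RF-iN-d5, -0.14 to RF-iN-d11, -0.35 to CHIR-P6, -0.06 to CHIR-P23 and -0.10 to C8-P7. Differences of at least 2-fold in a single step were found in few of its 175 genes: 7 were lower and 9 higher in RF-iN-d5, 2 lower and 2 higher in RF-iN-d11, and 21 lower and 1 higher in CHIR-P6. Between CHIR-P6 and RF-P3, 64 were at least 2-fold lower and 5 higher. Of 174 genes tested with limma between the NESC and earlier lines, 32 fell and 142 did not pass the test. As G5 was formed on these same averages, this count is not independent evidence. Quantile normalization or rescaling to the same total gave 21 genes that fell.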

The genes in G5 show gradually decreased expression levels in the reprogramming of fibroblast cells. This cluster has some enriched GO terms related to cytoplasm, cytoplasmic part, cellular process, protein binding and binding (see Fig. 1f), suggesting that the genes in G5 are mainly involved in the normal growth of cells.

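Cluster G5 held a large part of the genes that carry proteins through the endoplasmic reticulum and on to the Golgi. Of 22 genes of transport between these compartments in Table S1, 15 lie in G5, where 2.37 would be expected (Fisher's exact test, adjusted p = 9.7e-09). Of 19 genes of translocation into the endoplasmic reticulum, 9 lie there, where 2.04 would be expected (Fisher's exact test, adjusted p = 0.0017). In the NESC lines, 4 of the 30 transport genes tested fell (4 when adjusted over the list alone) and 26 did not pass the test. SEC24D, a coat protein of COPII vesicles, averaged 14.4 ± 5.18 FPKM in the NESC lines (SD, n = 4) and 64.1 ± 21.3 FPKM in the earlier lines (SD, n = 3), a log2 fold change of -2.10 (SE 0.32, adjusted p = 0.0027). The others were KDELR3, a retrieval receptor (log2 -1.35, adjusted p = 0.013), COPG1 of the COPI coat (log2 -1.22, adjusted p = 0.0014) and SURF4 (log2 -1.06, adjusted p = 0.0095), whose call was lost without RF-P3 or A9-P7 (log2 -0.80 and -0.96). Without RF-iN-d5, RF-iN-d11, CHIR-P6 or CHIR-P23, 8, 11, 9 and 9 of the transport genes fell, and 9 with a pseudocount of 0.1. Of 28 translocation genes tested, 5 fell (5 when adjusted over the list alone, 8 without RF-iN-d11) and 23 did not pass the test. Among them, TRAM1 of the translocating chain had a log2 fold change of -1.54 (SE 0.22, adjusted p = 0.0020) and SSR1 one of -1.37 (SE 0.18, adjusted p = 0.0015). Both lists were called lower as a whole by camera only with the preset correlation (adjusted p = 4.9e-09 for transport and 4.2e-05 for translocation). With the estimated correlations of 0.52 and 0.65, neither was called (camera, adjusted p = 0.35 and 0.50). From the enriched GO terms of the cytoplasm, the paper proposes that the genes in G5 are mainly involved in normal cell growth.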

### The transcription dynamics of TEs in the reprogramming of fibroblast cells

Because TEs contribute to the reprogramming of cell lines, we carefully examined the transcriptional patterns of TEs in the reprogramming of fibroblast cells in *Macaca mulatta*. After removing TEs with very low expression levels and constant expression levels, we kept 2067 TEs with abundance of at least 5 FPKM in at least one of the RNA-Seq profiles and with standard deviations of at least 5 FPKM in the 14 profiles. Then, TEs that overlapped to coding genes were excluded and finally 495 TEs were identified as dynamically regulated TEs during the reprogramming of fibroblast cells (as listed in Additional file 1: Table S18). These 495 TEs were then grouped to 6 clusters based on their expression patterns in the reprogramming of fibroblast cells with the SOM algorithm in the GeneCluster 2 package [24] (see Fig. 2a).

**Fig. 2:**
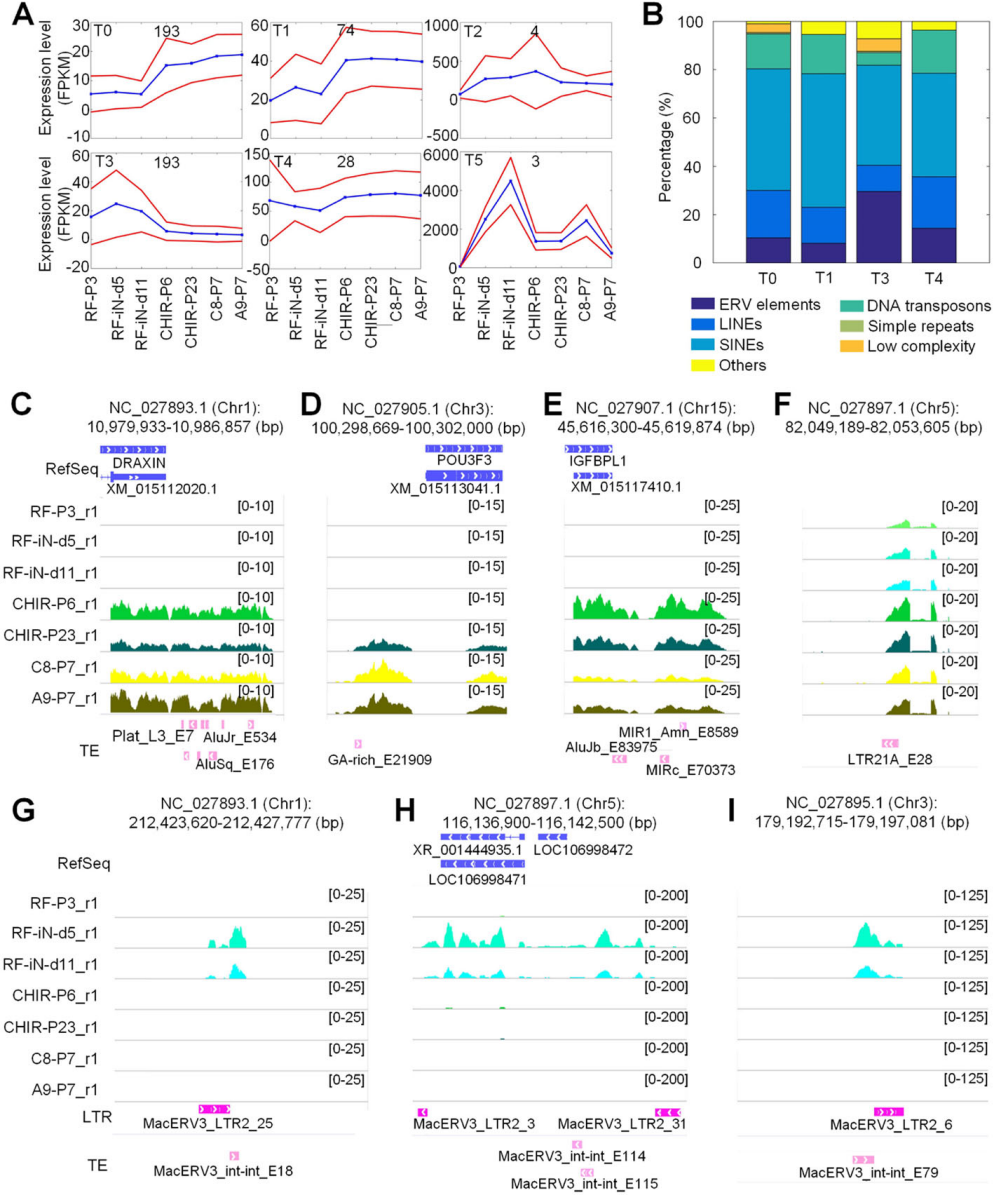
The clusters of TEs with different expression patterns during the reprogramming of fibroblast cells in *Macaca mulatta*. **(A)** The clusters of TEs and their expression patterns at different stages of reprogramming. **(B)** The categories of TEs in different clusters. Blue lines indicate the average expression levels of genes in the cluster in different cell lines. Red lines indicate average expressions plus/minus standard deviations. **(C) - (D)** Several TEs that belong to the Cluster T0 of Part (A). **(E) - (F)** Several TEs that belong to the Cluster T1 in Part (A). **(G) - (I)** Several MacERV3 integrase elements that belong to the Cluster T3 in Part (A). In Part (C) to (I), one of the two replicated RNA-Seq profiles for each lines were shown

These 6 clusters mainly have three expression patterns. The first group, i.e., T0 to T1, shows gradual increases of expression during the conversion process. The second group, i.e., T3, has a clear increase of expression at the second and third time point during the conversion process, but the expressions of these TEs were completely silenced from the fourth time point (CHIR-P6), i.e., after the fibroblast cells were converted to NESCs. The third group (T2, T4 and T5) only shows slight fluctuations or has limited TEs.

As shown in Fig. 2b, approximately 80% TEs in Clusters T0, T1, T3 and T4 are Class I retrotransposons, i.e., ERV elements, LINEs and SINEs. The percentage of LTR/ERV elements in the T3 cluster was significantly larger than other clusters (Fig. 2b) and thirty two of the 55 LTR/ERV elements in Cluster T3 are MacERV3 integrase elements (Additional file 1: Table S18).

As shown in Fig. 2c, a region near DRAXIN on Chr2 included 9 TEs, all of which showed gradually increased expression during the reprogramming procedure of fibroblast and were included in the Cluster T0 in Part A of Fig. 2. A low complexity TE (GA-rich_E21909) near POU3F3 was only expressed in the last three cell lines (Fig. 2d) and was included in Cluster T0 as well. Similarly, three TEs near IGFBPL1 were only expressed in the last 4 cell lines and were grouped in Cluster T1 (Fig. 2e). An LTR (LTR21A_E28) on Chr5 had limited expressed in fibroblast and was gradually upregulated during the reprogramming progressed (Fig. 2f) and was grouped in Cluster T1 too.

We examined several MacERV3 integrase elements in Cluster T3 as well. As shown in Fig. 2g, MacERV3_int-int_E18 was only expressed in the second and third cell lines, i.e., in the early stages of reprogramming of fibroblast. MacERV3_LTR2_25 beside MacERV3_int-int_E18 was not found in the 495 dynamically regulated TEs, but showed similar expression patterns as MacERV3_int-int_E18. Similarly, MacERV3_int-int_E114/E115 in Fig. 2h and MacERV3_int-int_E79 in Fig. 2i were detected in the second and third cell lines, however the LTRs beside these MacERV3 integrase elements were not identified as dynamically regulated TEs.

### LTRs of macERV3 are transiently activated in the reprogramming of fibroblast cells

More than 30 MacERV3 integrase elements were activated at the second and third time point as in Cluster T3 of Fig. 2a, but only one LTR of MacERV3 was identified in the same cluster of TEs (see Additional file 1: Table S18). We guessed that LTRs could not be sensitively detected with the featureCounts program because some LTRs were of relatively smaller sizes. Therefore, we recalculated the abundance of all LTRs with a more sensitive method to take all reads that covered the LTRs into account (see “Materials and methods” section), and kept LTRs with average expression levels of at least 5 FPKM in at least one of the 7 time points and standard deviation values of at least 5 FPKM. After removing LTRs overlapped to coding genes, we finally obtained 98 LTRs (as listed in Additional file 1: Table S19) that were clustered with the SOM algorithm in the GeneCluster 2 package [24]. As shown by the LTR clusters in Fig. 3a, we found that L0 and L3 with a total of 60 LTRs were activated at the second and third time points but were silenced after the third time point, which had similar expression patterns to the MacERV3 integrase elements in the Cluster T3 in Fig. 2. Most of these 60 (48/60) LTRs were LTR1 and LTR2 of MacERV3s. Actually, MacERV3_LTR2_25 in Fig. 2g, MacERV3_LTR2_3 and MacERV3_LTR2_31 in Fig. 2h were grouped in Cluster L3 of LTRs in Fig. 3a, and MacERV3_LTR2_6 in Fig. 2i was included in Cluster L0 of LTRs in Fig. 3a. In summary, these results suggest that the LTRs and integrates of MacERV3s were transiently activated in the early stages when converting monkey fibroblast cells to NESCs, but their expression levels were decreased to approximately 0 after the reprogramming procedure is finished.

**Fig. 3:**
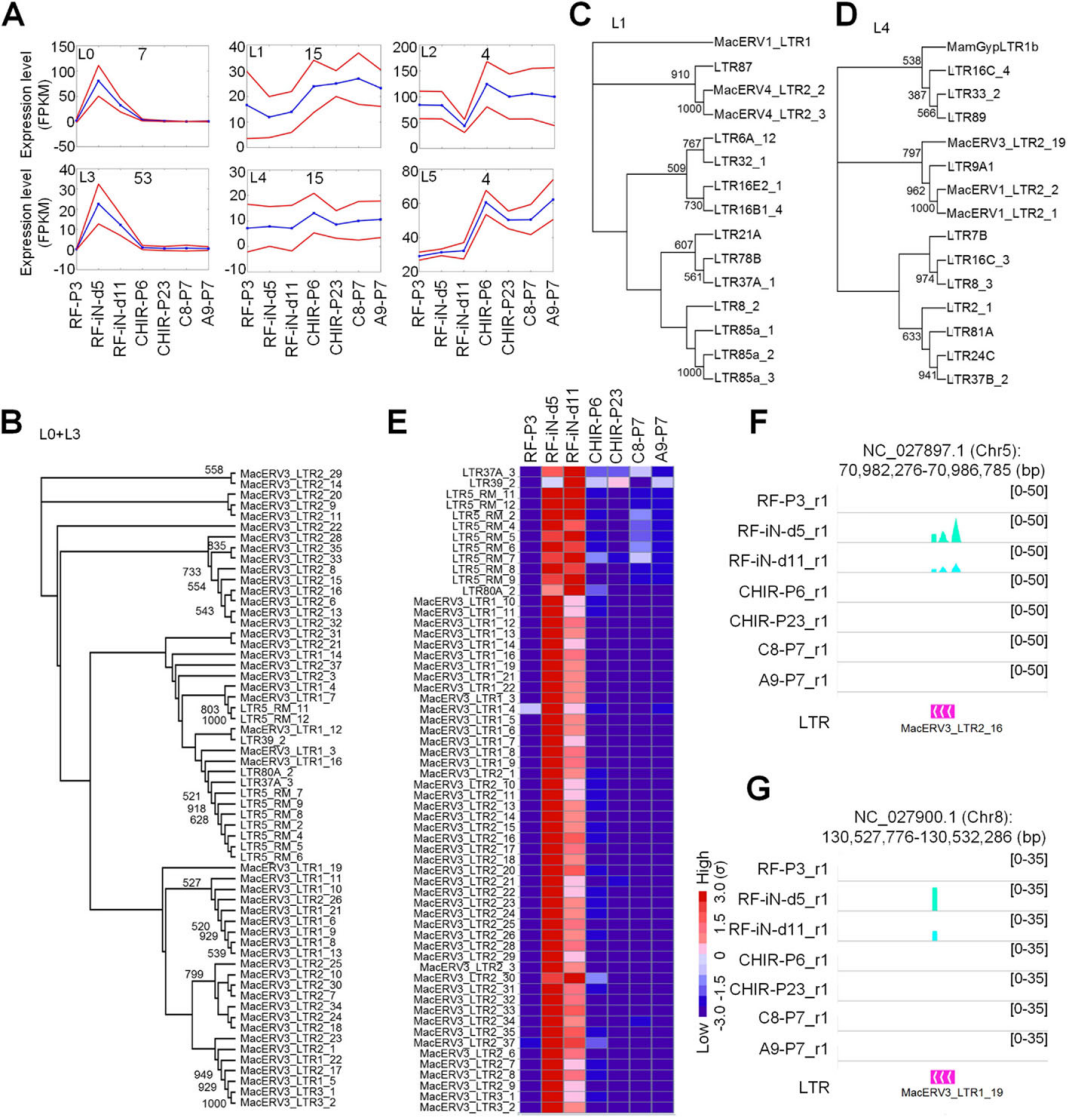
The clusters of LTRs with different expression patterns during the reprogramming of fibroblast cells in *Macaca mulatta*. In Part (B) to (D), the numbers in the trees are bootstrap values greater than 500 (50%). **(A)** The clusters of LTRs and their expression patterns at different stages of reprogramming. Blue lines indicate the average expression levels of genes in the cluster in different cell lines. Red lines indicate average expressions plus/minus standard deviations. **(B)** The phylogenetic tree of LTRs in the Clusters L0 and L3 of Part (A). **(C)** The phylogenetic tree of LTRs in the Cluster L1 in Part (A). **(D)** The phylogenetic tree of LTRs in the Cluster L4 in Part (A). **(E)** The expression levels of LTRs in the Clusters L0 and L3 of Part (A). **(F) - (G)** The expressions of two solo LTRs in the 7 cell lines. One of the two replicated RNA-Seq profiles for each lines were shown

We performed phylogenetic analysis for LTRs in Clusters L0+L3, L1 and L4. As shown in Fig. 3b to d, LTRs in L0+L3 were mainly LTRs of MacERV3, but L1 and L4 include very diverse types of LTRs.

The LTRs in Clusters L0 and L3 have very clear activation at the second and third cell lines (Fig. 3e). As shown in Fig. 3f and G, two solo LTRs were activated at the second and third cell lines. In comparison, the LTRs in Cluster L4 show almost constant expressions during the reprogramming procedure (Additional file 2: Figure S1).

We then examined the genomic contexts of the 60 LTRs in Clusters L0+L3. We found that 10 of these 60 LTRs locate beside annotated genes (Additional file 1: Table S19), with distances of smaller than 5 thousand basepairs, and were potentially transcribed as parts of long transcripts; and the other 50 are solo LTRs. The expression levels of 9 of these 10 LTRs near genes are positively correlated with those of their adjacent genes (Additional file 1: Table S19), suggesting their promoter functions to neighboring genes. Furthermore, five of these 10 LTRs locate in the upstream regions of annotated genes and potentially serve as promoters of these genes (Additional file 1: Table S19).

### Validating the expressions of MacERV3 LTRs with PCR experiments

To further confirm the transient expressions of MacERV3 LTRs at early stages of NESC conversion procedure, we selected 13 LTRs of MacERV3 (in Additional file 1: Table S20) for validation with PCR experiments with a set of primers shared by these LTRs (Additional file 2: Figure S2). These selected LTRs were successfully amplified in all of the samples of RF-iN-d5 and RF-iN-d11 cells. As shown in Fig. 4a, these LTRs showed clear activation at the early stages of the conversion procedure and reached maximal expressions in the cell line of RF-iN-d5, which was consistent to their expressions in the RNA-Seq profiles (as shown in Fig. 4b). The expression levels examined with gel image also have similar patterns as those detected by the qRT-PCR assays (Fig. 4c). We also sequenced the obtained product in the PCR experiments with Sanger sequencing. As shown in Fig. 4d and e, the obtained sequence located in the expected region between two primers from MacERV2_LTR2_34.

**Fig. 4:**
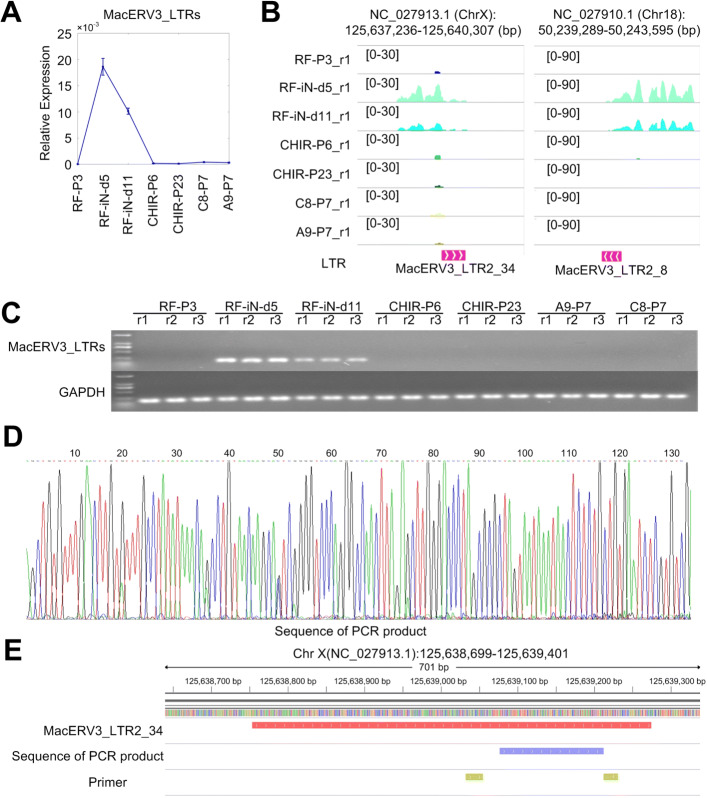
Validating the expressions of some MacERV3 LTRs with PCR experiments. **(A)** The relative expressions of 13 MacERV3 LTRs detected with the qRT-PCR experiments. **(B)** The expressions of the two MacERV3 LTRs in Part (A) detected with RNA-Seq profiles. One of the two replicated RNA-Seq profiles for each lines were shown. **(C)** The expressions of the LTRs in Part (A) examined with semi-quantitative RT-PCR in the samples used. GAPDH was used as an internal control. Three replicates (r1 to r3) were included for each of the 7 cell lines. (**D**) The sequence and scores of nucleotides of the PCR product. (**E**) The genomic loci of MacERV3_LTR2_34. The positions of the PCR product and primers were shown in different lanes below MacERV3_LTR2_34

### KLF4 and ETV5 potentially activated MacERV3 LTRs in the reprogramming of fibroblast cells

Our results show that LTRs and integrase elements of MacERV3 are activated in the reprogramming of monkey fibroblast cells, and existing results in human and mouse show that LTRs contain *cis*-regulatory motifs of key TFs of stem cells [2–5, 12]. Therefore, we identified enriched *cis*-regulatory motifs in the activated LTRs and putative TFs that bind to these motifs with MEME [26]. As shown in Fig. 5a and c, we identified five significantly enriched motifs (*E*-values <10^−150^) from LTRs in Clusters L0 and L3 of Fig. 3a, and these motifs were related to some TFs with TOMTOM [27].

**Fig. 5:**
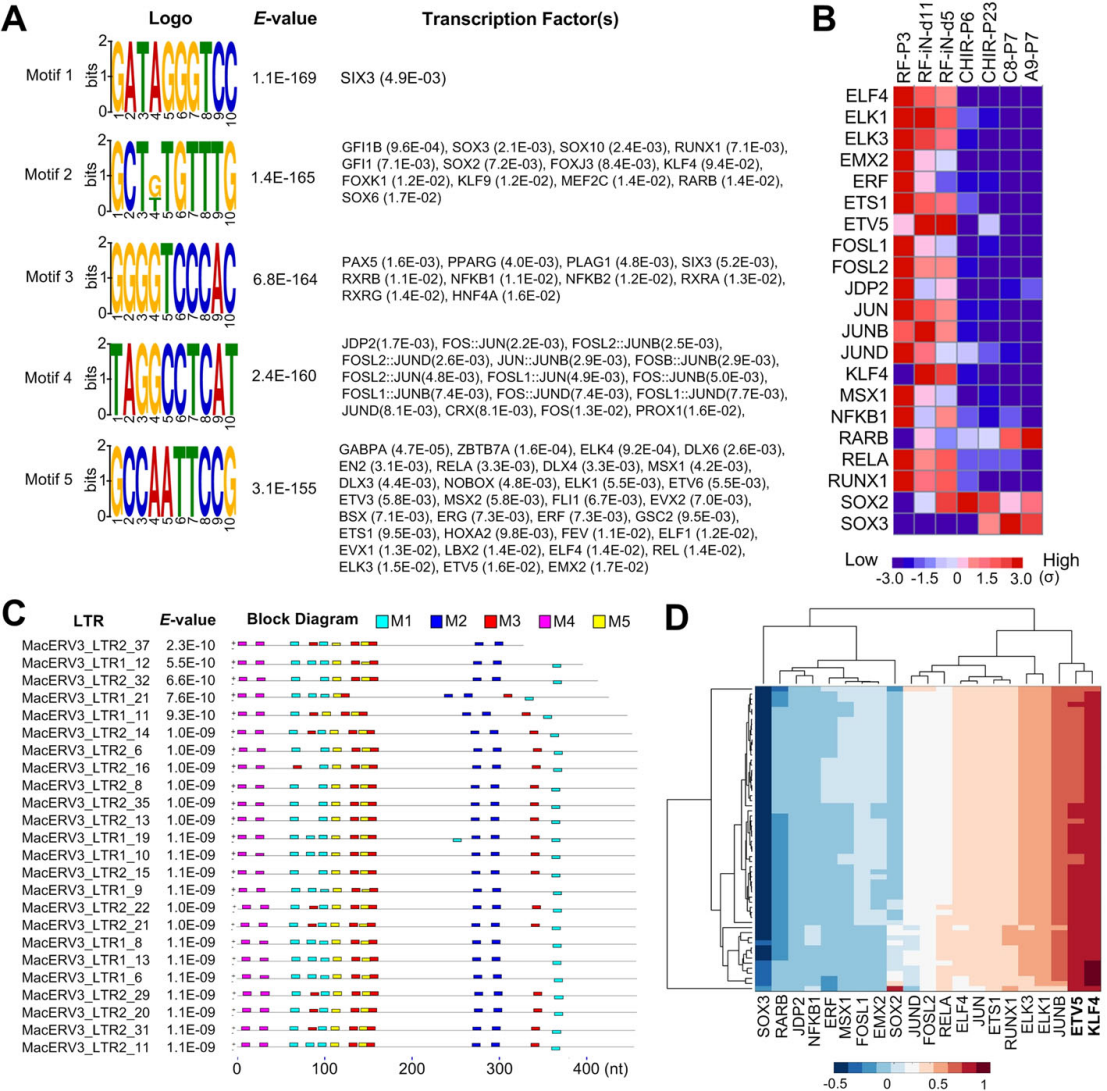
The enriched sequence motifs in the 60 LTRs activated at the early stages of reprogramming rhesus monkey fibroblast cells to NESCs. **(A)** The five motifs with the smallest *E*-values and their corresponding putative TFs. **(B)** The expression levels of the TFs in Part (A). Only those TFs with at least 5 FPKM in at least one of the 7 samples and standard deviation values of at least 5 FPKM were shown. **(C)** The distribution of motifs on some of the selected LTRs. M1 to M5 represents Motif 1 to Motif 5 in Part (A), respectively. **(D)** The bidirectional clustering of TEs and TFs in Part (B) based on the correlation coefficient values of their expression levels

Since different members of the same TF family may share very similar *cis*-regulatory motifs, but only a few members may really be expressed and functional in the reprogramming of monkey fibroblast cells. We first filtered all putative TFs to keep 21 TFs with at least 5 FPKM in at least one of the 7 time points and standard deviation values of at least 5 FPKM (as shown in Fig. 5b). 

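Most of the 21 factors were highest in the fibroblasts and low in the NESC lines. ETS1, the founding member of the ETS family, averaged 2.42 ± 3.58 FPKM in the NESC lines (SD, n = 4) and 40.2 ± 9.94 FPKM in the earlier lines (SD, n = 3). JUN, a subunit of AP-1, averaged 4.23 ± 2.79 and 44.2 ± 13.8 FPKM. Of the 21 factors, 14 fell and 1 rose in the NESC lines and 6 did not pass the test (15 fell when adjusted over the list alone, which is not independent evidence since the factors were chosen on these samples). The factor that rose, SOX3, kept this call only without CHIR-P6 among the settings that leave out 1 line, and lost it with no filter on low values. The ETS family had 9 of 16 tested genes lower (10 when adjusted over the list alone), with log2 fold changes of -4.12 for ETS1 (SE 0.70, adjusted p = 0.0040), -3.80 for ELF4 (SE 0.27, adjusted p = 1.4e-04) and -3.17 for ELK3 (SE 0.26, adjusted p = 2.3e-04). The ETS list was called lower as a whole by camera only with the preset correlation (adjusted p = 7.3e-05). With the estimated correlation of 0.089, it was not called (camera, adjusted p = 0.28). ETV5, an ETS factor downstream of FGF signalling, was at 9.58 FPKM in RF-P3, 20.5 in RF-iN-d5, 19.5 in RF-iN-d11 and 1.85 in CHIR-P6 (log2 -2.13, SE 0.44, adjusted p = 0.0090). ELK1, another ETS factor, was at 20.5, 21.1, 16.7 and 8.30 FPKM in these lines (log2 -1.32, SE 0.16, adjusted p = 0.0011). Of 9 AP-1 genes tested, 6 fell (6 when adjusted over the list alone), the largest changes being those of FOSL1 (log2 -3.71, SE 0.62, adjusted p = 0.0038), JUNB (log2 -3.27, SE 0.36, adjusted p = 7.5e-04) and JUN (log2 -3.24, SE 0.46, adjusted p = 0.0020). The AP-1 list was called lower as a whole by camera only with the preset correlation (adjusted p = 0.0010). With the estimated correlation of 0.48, it was not called (camera, adjusted p = 0.35). RUNX1, EMX2 and MSX1, developmental factors of other families, had log2 fold changes of -3.35, -3.65 and -3.53 (adjusted p = 0.0022, 0.0016 and 0.0049), EMX2 being at 0.256 FPKM in CHIR-P6 and at most 0.0331 FPKM in the later lines. RARB, a retinoic acid receptor, was at 1.05 FPKM in RF-P3 and 20.5 FPKM in A9-P7 (log2 1.32, SE 0.58, adjusted p = 0.11), and ERF, RELA and NFKB1 had log2 fold changes of -0.70, -0.84 and -0.75. With at least 5 FPKM in 1 of the 7 averages and a standard deviation of at least 5 FPKM, all 21 factors were kept.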

To further validate the putative regulatory relations between the remaining 21 TFs and the 60 MacERV3 LTRs in Cluster L0 and L3 of Fig. 3a, we calculated the correlation coefficients between the TFs and these MacERV3 LTRs, then performed a bidirectional hierarchical clustering using the obtained correlation coefficient matrix. As shown in Fig. 5d, KLF4 and ETV5 (ETS variant 5) had very high positive correlation coefficient values with almost all the MacERV3 LTRs examined, suggesting that KLF4 and ETV5 activated these MacERV3 LTRs in the early stages of the reprogramming of monkey fibroblast cells. Actually, the correlation coefficient values between the expression levels of KLF4 and the 48 LTRs of MacERV3 in Clusters L0 and L3 of Fig. 3a range from 0.875 to 0.998, all of which are very significant (*P*<0.01). The expression levels of ETV5 and the same 48 LTRs are also significantly correlated with correlation coefficient values from 0.749 to 0.923, and 47/48 of these values are significant (*P*<0.05).

KLF4 is one of the key TFs for inducing iPSCs [8–11]. Thus, it is reasonable that KLF4 activated the expressions of MacERV3 LTRs. Beside KLF4, ETV5 is also identified as a putative regulator of MacERV3 LTRs. ELK1 and ELK3 also show large positive correlation coefficient values with most MacERV3 LTRs examined. ETV5, ELK1 and ELK3 belong to the ETS TF family. The members of this family have been implicated in the development of different tissues as well as cancer progression. ETS genes also play important roles in the specification and differentiation of dopaminergic neurons in both *C. elegans* and olfactory bulbs of mice [28]. Our results suggest that the ETS members, ETV5, ELK1 and ELK3, might contribute to the reprogramming of monkey fibroblast cells by joining the activation of LTRs of MacERV3s.

As shown in Fig. 6, when inducing human iPSCs, OCT3/4, SOX2, and KLF4 transiently hyperactivated LTR7s of Human ERV-H (HERV-H) through direct occupation on LTR7 sites [12, 13]. When producing mouse iPSCs, MuSD (Class II ERV) and MERVL (Class III ERV) were transiently activated in reprogramming to iPSCs [13]. Our results suggest that KLF4 activates LTRs and integrates of MacERV3 through its binding sites on LTRs.

**Fig. 6:**
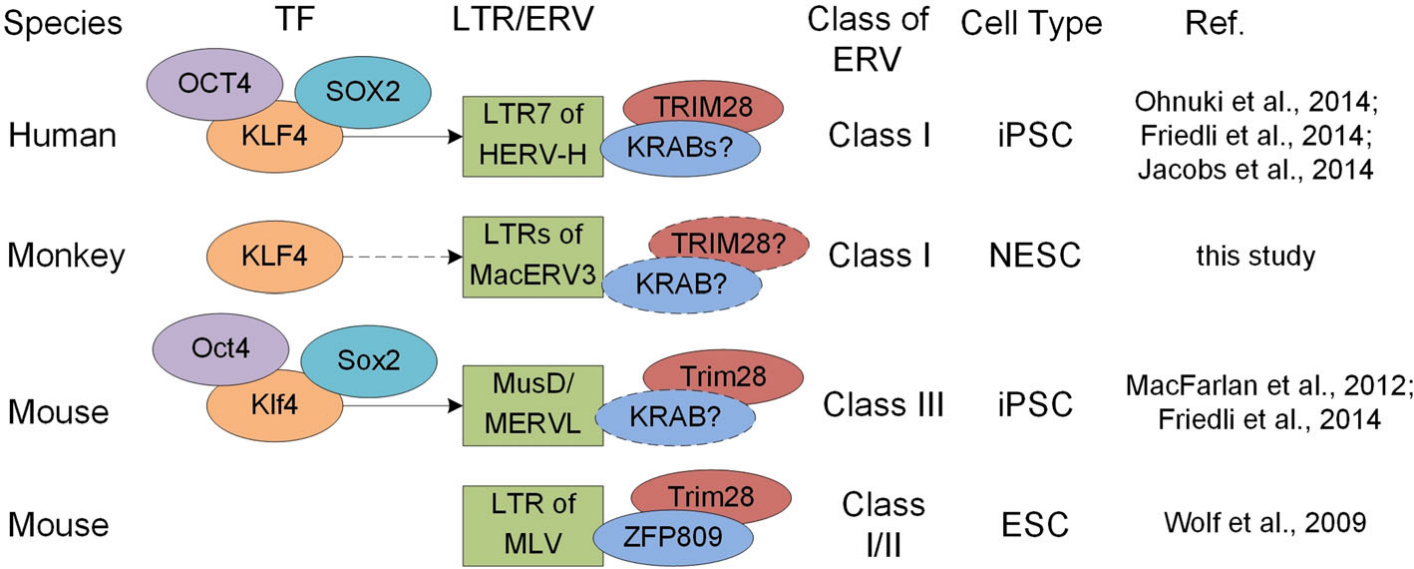
A brief summary of KLF4, LTR and KRAB-ZFP/TRIM28 regulatory systems in iPSCs, NESCs and ESCs of different vertebrates. Arrows from TFs to LTRs mean direct regulatory relations. Dashed arrow from KLF4 to LTRs of MacERV3 means predicted regulatory relations based on motif analysis with MEME and correlation coefficient between expression levels of KLF4 and these LTRs. “?”: The KRAB-ZFP concordant with TRIM28 in human and mouse iPSC generation and the recruitment of TRIM28 to LTRs of MacERV3 by an unknown KRAB for monkey are still to be verified

As shown in Fig. 6, after ERVs were activated, KRAB-ZFPs bind to LTRs and recruit TRIM28 to induce hetereochromatin to silence the LTRs [3, 29]. For example, an murine KRAB-ZFP, ZFP809, represses murine leukemia virus (MLV) in embroynic stem cells and recruits Trim28 (also known as KAP1) to the LTRs of MLV [3]. In human, ZNF91 and ZNF93 were found to repress two retrotransposons SVA and L1, respectively [30]. The expression level of TRIM28 gradually increases in the reprogramming procedure of human CD34+ cells, putatively as a mechanism to repress HERVH that is transiently activated when the reprogrammed cells approach iPSC stage [2, 13]. 

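TRIM28, the corepressor that KRAB zinc finger proteins recruit to silence retroelements, was at 154 FPKM in RF-P3, 88.0 in RF-iN-d5, 99.6 in RF-iN-d11, 160.3 in CHIR-P6, 216 in CHIR-P23, 220.0 in C8-P7 and 195 in A9-P7. TRIM28 spans 50791075 to 50796538 of its chromosome (Mmul_8.0.1) and lies in Cluster G8. The averages were 198 ± 27.4 FPKM in the NESC lines (SD, n = 4) and 114 ± 35.5 FPKM in the earlier lines (SD, n = 3), a log2 fold change of 0.82 (SE 0.21, adjusted p = 0.019) that is under the 2-fold minimum (1.06 without RF-P3, which passes it). Of 26 genes of the silencing machinery tested, 4 rose, 1 fell and 21 did not pass the test (the same counts when adjusted over the list alone). DNMT3B, a de novo DNA methyltransferase, rose by a log2 of 2.82 (SE 0.20, adjusted p = 1.4e-04), and SUV39H2 and EHMT2, histone H3 lysine methyltransferases, rose by 1.30 and 1.01 (adjusted p = 9.8e-04 and 0.0097). CBX5, the heterochromatin protein HP1 alpha, rose by a log2 of 1.11 (SE 0.30, adjusted p = 0.025) and CHD3, a remodeller of the NuRD complex, fell by 1.36 (SE 0.34, adjusted p = 0.018), with 18.8 FPKM in CHIR-P6 and 9.99 to 10.9 FPKM in the later lines. The call of CBX5 was lost without RF-iN-d5, RF-iN-d11, CHIR-P23, C8-P7 or A9-P7 (log2 0.87 to 1.12), and that of CHD3, the only silencing gene that fell, without RF-iN-d11, CHIR-P23, C8-P7 or A9-P7 (log2 -1.35 to -1.27, leaving 0 that fell). The number of silencing genes that rose was 7 without RF-P3 and 2 without RF-iN-d5, C8-P7 or A9-P7. The silencing list was called higher as a whole by camera only with the preset correlation (adjusted p = 7.3e-05). With the estimated correlation of 0.23, it was not called (camera, adjusted p = 0.34).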

We noticed that TRIM28 also showed gradually increased expression levels on and after the third cell line (RF-iN-d11) in the 7 cell lines of this study (see Fig. 1b and Additional file 1: Table S1), potentially to repress expressions of MacERV3 elements. In the future, it is thus interesting to further explore whether a KRAB-ZFP also binds to MacERV3 LTRs and recruits TRIM28 to these loci in the reprogramming of monkey fibroblast cells.

MacERV3, as well as HERV-H and MLV, belongs to the Class I ERV [2, 31]. In summary, our results suggest that KLF4 is the key transcription factor in activating Class I ERVs in *Macaca mulatta* during the reprogramming procedures of somatic cells toward iPSCs or NESCs. Subsequently, TRIM28 is potentially recruited by an unknown KRAB-ZFP to silence the MacERV3 elements.

## Conclusion

Our results show that hundreds of TEs have dynamic expression patterns during the reprogramming of fibroblast cells of *Macaca mulatta*. Forty eight LTRs of the MacERV3 family are activated at the early stages of the reprogramming procedure and depleted after the reprogramming is finished. The LTRs of MacERV3s share very similar sequence motifs that are potentially bound by several TFs such as KLF4 and ETV5. The expression levels of MacERV3 LTRs and KLF4/ETV5 are significantly correlated, suggesting that these TFs activate the expressions of LTRs of MacERV3 during the reprogramming of fibroblast cells of *Macaca mulatta*, and these MacERV3 elements were putatively silenced by TRIM28 after the reprogramming is finished.

## Materials and methods

### Cell lines and reprogramming procedures

Ear skin fibroblasts (named as RF-P3) of *Macaca mulatta* were obtained in our previous study [20]. RF-P3 was maintained in high glucose DMEM, 10% FBS and incubated at 37^∘^C, 5% CO_2_. The plasmids pMXs-SOX2, pMXsOCT4 and pMXs-KLF4 with rhesus monkey sequences were gifted from Hongkui Deng Lab at Peking University. The three concentrated retroviruses including OCT4/SOX2/KLF4 were mixed to twice infect monkey fibroblasts which were passaged 24 h before at 3×10^4^ cells per 35 mm dish. At the 3rd day after infection (piD3), fibroblasts were harvested by trypsin digestion and replated on laminin-coated plates at 1×10^5^ cells in one well of a 6-well-plate pre-coated with 5 mg/ml laminin (Gibco) in 3 ml induction medium (iNSC-M) supplemented with 5 *μ*M Y27632 (StemRD) and 1 *μ*M valproic acid (VPA) (TOCRIS). iNSC-M is composed of Neurobasal media with 1xB27 (Gibco), 1xN2 (Gibco), 1XNEAA (Gibco), 1% Glutmax (Gibco), 0.1 *μ*M 2-mercaptoethanol (Sigma), 50 mg/ml Vitamin C (Sigma), 3 *μ*M CHIR99021 (Cellagen technology), 5 *μ*M SB431542 (Cellagen technology) and 10 ng/ml bFGF (Millipore, GF003AF). Y27632 and VPA were removed from the media on the 5th and 7th day, respectively. Cells collected on the 5th day were named as RF-iN-d5. On the 7th day, the confluent fibroblasts were digested into single cells for further passaging at the ratio of 1:3 and cultured in iNSC-M without Y27632 and VPA until the 11th day. Cells collected on the 11th day were named as RF-iN-d11.

Induced epithelial cell colonies at the 11th day were gently detached from the plates with pipette pressure for further passaging and cultured on 5 mg/ml laminin (Gibco) coated plates in iNESC-M culture media. Then, we collected epithelial cell colonies at early passages 6 (named as CHIR-P6) and later passages 23 (named CHIR-P23). The iNESC-M is composed of Neurobasal media with 1xB27, 1xN2, 1XNEAA, 1% Glutmax, SB431542, 50 mg/ml Vitamin C, 10 ng/ml bFGF and 1000 U/ml hLIF (Millipore).

The induced epithelial cell colonies at passages 23 were dissociated into single cells with trypsin, and cultured on 5 mg/ml laminin (Gibco) coated 96-well-plates in iNESC-M culture media. Ultimately, we have obtained two ideal single-cell formatted colonies, named as C8-P7 and A9-P7. 0.025% trypsin (Sigma) was used to digest iNESCs for encouraging cell propagation when passaging. The cells were routinely passaged to 1:8 to 1:16 ratios every 3-4 days in the iNESC-M. Two biological replicates were collected for each of the seven cell lines.

### Extraction of total RNAs and RNA-Seq

The total RNAs of the 7 selected cell lines, i.e., RF-P3, RF-iN-d5, RF-iN-d11, CHIR-P6, CHIR-P23, C8-P7 and A9-P7, were extracted with the Trizol reagent (product No. 15596026) (Thermo Fisher, MA, USA) according to the manufacturer’s protocol. Based on the ratio of the optical density at 260 nm to that at 280 nm (OD260/280), the integrities of RNAs were checked by using an ultraviolet spectrophotometer (Hoefer, MA, USA). And then in view of visual comparison of the 18S and 28S ribosomal RNAs, the integrities of RNAs were also assessed by electrophoresis in a denaturing formaldehyde agarose gel. The total quantities of RNA samples with OD260/280 between 1.8 and 2.0 were examined. Samples with at least 20 *μ*g were selected for preparation of RNA-Seq libraries. 20 *μ*g total RNAs dissolved in 35 *μ*l were used to prepare ribo-depleted RNA-Seq libraries according to the manufacturer’s protocol. The RNA-Seq libraries were then sequenced by using the Illumina HiSeq 2000 sequencer with a 2×100 bp pair end mode. The 14 obtained RNA-Seq profiles were deposited into NCBI GEO database under the series accession number GSE137692.

### Calculating the abundance of genes and TEs

The 14 RNA-Seq profiles were aligned with HISAT2 (v2.1.0) [32] using the options of “-p 16 –dta-cufflinks -q –un-conc” to the genome of *Macaca mulatta* downloaded from the NCBI Genome Database (v5.0). The annotation of the RefSeq genes were used in the assembly of transcripts and genes with Cufflinks 2 (v2.2.1) [23]. Then, the abundance of genes was estimated with the Cufflinks pipeline (v2.2.1) using the default parameters [23]. The expression levels of genes for these samples are highly reproducible (Additional file 2: Figure S3), therefore the latter analyses use the average values of two replicate samples. 

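Expression of single genes was nearly equal in both libraries of a cell line. KLF4, for example, was at 368 and 366 FPKM in the libraries of RF-iN-d5 and POU5F1 at 627 and 635 FPKM. Over all genes, Pearson's correlation of log2(FPKM + 1) within a pair was 0.9995 to 0.9999 and Spearman's correlation of FPKM was 0.994 to 0.996, both across genes, which are not independent replicates. Between libraries of different cell lines Pearson's correlation was 0.891 to 0.992. For 5346 of 21027 genes, the FPKM of the 14 libraries were whole multiples, up to 30, of 1 step within a tolerance of 0.1 (or 2% of the multiple), so the steps could be read as counts. From these, the squared difference of the counts of a pair divided by their sum averaged 0.136 to 0.151. Independent libraries of the same RNA at equal depth give 1, and libraries of different cell lines gave 1.81 to 5.06. The counts were not scaled for depth, which was nearly equal within a pair but ran from 1 to 5.31 between lines. Values between lines thus hold differences in depth as well as in expression. Equal counts were found for 52.6 to 67.6% of the genes within a pair and for 3.95 to 11.5% between cell lines. Each pair thus differed by less than the sampling noise and was counted as 1 sample, so the pairs give no estimate of the spread between cultures.

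**Figure D3:**
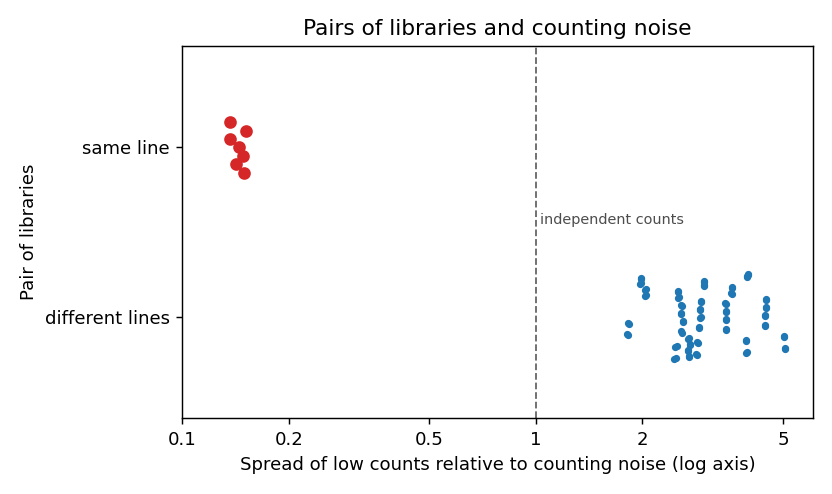
Squared difference of the counts divided by their sum, averaged over genes (log axis), for the 7 pairs of libraries of the same cell line and for pairs of libraries of different cell lines; the dashed line at 1 marks independent libraries of the same RNA. The 7 pairs of the same line lie between 0.136 and 0.151 and all pairs of different lines above 1. Counts were not scaled for depth, so the values of different lines also hold differences in depth.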

Finally, 1627 genes were kept in further analysis by keeping those with average expression levels of at least 20 FPKM (Fragments Per Kilo basepairs per Million sequencing reads) in at least one of the 7 time points and at least standard deviation values of at least 20 FPKM (as listed in Additional file 1: Supplementary Table S1). These 1627 genes were clustered with the Self Organizing Map (SOM) algorithm implemented in the GeneCluster 2 package [24].

To calculate the abundance of TEs, we used the featureCounts program [33] using the options of “-p -T 4 -f -O -M –fraction –minOverlap 30” to calculate the count values of TEs reported by RepeatMasker (version open-4.0) [34]. Then, we used a self-developed program to calculate the FPKM values of TEs with the count values generated by featureCounts. The TEs with more than 10 FPKM in at least one of the 7 time points and standard deviation of more than 5 FPKM were kept and compared to the coding genes. TEs that overlapped with coding genes were excluded from further analysis. Finally, 495 remaining TEs (in Additional file 1: Table S18) were used to perform a clustering analysis using the SOM algorithm implemented in the GeneCluster 2 package [24].

To calculate the abundance of LTRs, we used the “bedtools genomecov” command of bedtools [35] to calculate the genome coverage of the RNA-Seq libraries. Then, a self-developed program was used to calculate the FPKMs (Fragments Per Kilo basepairs and per Million sequencing tags) of LTRs in the genome of *Macaca mulatta*, using the genome coverage results of RNA-Seq libraries. Briefly, we obtained the sum of the number of reads covering each position of LTRs. Then, this total overage number times 10^9^ was divided by the length of reads (in nt) times the length of LTRs (in nt) times total reads number in the library to obtain the FPKM values of LTRs. Next, the LTRs with more than 5 FPKM in at least one of the 7 time points and standard deviation of more than 5 FPKM were kept and compared to the coding genes. LTRs that overlapped with coding genes were excluded from further analysis. Finally, 98 remaining LTRs (in Additional file 1: Table S19) were used to perform a clustering analysis using the SOM algorithm implemented in the GeneCluster 2 package [24].

### GO term analysis for gene clusters with different expression patterns

The genes in different clusters were input into the KOBAS2 web server [36], respectively. The enrichments of GO terms were evaluated with the hypergeometric tests. The GO terms with multiple test corrected *P*-values (using the Benjamini and Hochberg method [25]) smaller than 0.05 were regarded as significant GO terms. The significant GO terms of gene clusters G0 to G15 were listed in the Additional file 1: Tables S2 to S17, respectively.

### Correlation analysis of transcriptional factors and LTRs

The expression levels of transcriptional factors that have significant binding motifs in the selected LTRs and the expression levels of selected LTRs were used to calculate a correlation coefficient matrix. A hierarchical bidirectional clustering was performed using the obtained correlation coefficient matrix.

### Validation of some LTRs with PCR experiments

As shown in Additional file 1: Table S20 and Additional file 2: Figure S2, 13 MacERV3 LTRs that were activated in the cell line of RF-iN-d5 (from the C0 or C3 cluster in Fig. 3) were selected for validation. We prepared three replicates of cells for each of the 7 cell lines, i.e., RF-P3, RF-iN-d5, RF-iN-d11, CHIR-P6, CHIR-P23, C8-P7 and A9-P7. The total RNAs of three replicates of the seven cell lines were retrieved with the TRIzol Reagent (product No. 15596026) (Thermo Fisher, MA, USA). Then, the high quality total RNAs were used to obtain cDNA library with PrimeScript RT reagent Kit (product No. RR047A) (Takara, Shiga, Japan). Next, we performed quantitative real-time PCR (qRT-PCR) to detect the expressions of the four selected LTR elements using TB Green Premix Ex Taq II kit (product No. RR820A) (Takara, Shiga, Japan) with CFX96 Real-Time PCR Detection System (BioRAD, CA, US). The primers used in the experiments were listed in Additional file 1: Table S21. Three qRT-PCR experiments were performed for each replicate of the 7 cell lines and the average values of these three experiments were used as the value of this replicate. In all experiments, GAPDH was used as control to calculate the relative expressions of selected LTRs.

Meanwhile, in order to view expressions of selected LTR elements in gel, we performed PCR in three different replicates for each of the seven cell lines. We applied 2 ×TSINGKE Master Mix (product No. TSE004) (TSINGKE, Beijing, China) to amplify the selected LTR elements products using the following conditions, 95^∘^C for 5 min, 95^∘^C for 30 s, 60^∘^C for 30 s, 72^∘^C for 20 s, 25 cycles, and 72^∘^C for 5 min.

## Supplementary Information

**Additional file 1** Supplementary Table S1. The expression levels of 1627 dynamically expressed genes in the reprogramming procedure of rhesus monkey fibroblast cells toward neuroephithelia stem cells.
Supplementary Table S2 to S17. The enriched GO terms of genes in Cluster G0 to G15 of Figure 1A, respectively.
Supplementary Table S18. The expression levels of 495 dynamically expressed TEs in the reprogramming procedure of rhesus monkey fibroblast cells toward neuroephithelia stem cells.
Supplementary Table S19. The expression levels of 98 dynamically expressed LTRs in the reprogramming procedure of rhesus monkey fibroblast cells toward neuroephithelia stem cells.
Supplementary Table S20. The 13 MacERV3 LTRs that were selected for PCR verification.
Supplementary Table S21. The primers used in this study.

**Additional file 2** Supplementary Figure S1. The expression levels of LTRs in the Cluster L4 of Figure 3A.
Supplementary Figure S2. The primers used to validate the expressions of 13 MacERV3 LTRs. (A) The alignment of the forward primer MacERV3_LTR2_34_F and the 13 MacERV3 LTRs. (B) The alignment of the reverse primer MacERV3_LTR2_34_R and the 13 MacERV3 LTRs. (C) The precise loci of the two primers in one of the selected MacERV3 LTRs, MacERV3_LTR2_34.
Supplementary Figure S3. The scatter plots of log2 scaled abundance (FPKM + 1) of genes. The correlation values (R) and *P*-values (*P*) were calculated by using the corrcoef function in MatLab. (A) The scatter plot for the two biological replicates of the RF-P3 cell line. (B) The scatter plot for the two biological replicates of the RF-iN-d5 cell line. (C) The scatter plot for the two biological replicates of the RF-iN-d11 cell line. (D) The scatter plot for the two biological replicates of the CHIR-P6 cell line. (E) The scatter plot for the two biological replicates of the CHIR-P23 cell line. (F) The scatter plot for the two biological replicates of the C8-P7 cell line. (G) The scatter plot for the two biological replicates of the A9-P7 cell line.

## Data Availability

The 14 RNA-Seq profiles generated in this study were available in the NCBI GEO database with the series accession number GSE137692 and in the NCBI SRA database with the series accession number SRP222479. Declarations

## Abbreviations

DRAXIN: Dorsal inhibitory axon guidance protein
ELK1: ETS transcription factor ELK1
ELK3: ETS transcription factor ELK3
ERV: Endogenous retrovirus
ETV5: ETS variant transcription factor 5
FPKM: Fragments per kilo basepairs per million sequencing reads
GO: Gene ontology
IGFBPL1: Insulin like growth factor binding protein like 1
iPSC: Induced pluripotent stem cells
KLF4: Kruppel like factor 4
KRAB-ZFP: Krüppel associated box-zinc finger protein
LINE: Long interspersed nuclear element
LTR: Long terminal repeat
Myc: Myelocytomatosis oncogene
NESC: Neuroepithelial stem cell
Oct4: Also known as POU5F1
POU3F3: POU class 3 homeobox 3
POU5F1: POU class 5 homeobox 1
SINE: Short interspersed nuclear element
SOM: Self-organizing map
Sox2: SRY-box transcription factor 2
TE: Transposable element
TF: Transcription factor.

How the deposited data were processed for this re-analysis (not part of the article)

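The deposited gene table holds FPKM values that the authors made with HISAT2 2.1.0, Cufflinks 2.2.1 and Cuffnorm 2.2.1 on the build Mmul_8.0.1, per the submitters' processing notes; the table has 33737 gene loci and 14 libraries, 2 for each of the 7 cell lines. No read counts were used here, and the paper's analyses of transposable elements and its PCR data were not analysed here.

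The labels were checked against Table S1 of the paper by comparing each gene's 7 averages with the values at its own position and at the neighbouring positions of the table. Loci 1202 to 29646 (28445 loci) held values 1 position below their label and were realigned, and 49 labels were left out, so that 33688 kept values. The label check was repeated with small RNA genes, which are expected near 0.

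Pairs of libraries were checked for counting noise. FPKM values were searched for whole multiples of a step in 21027 genes (within 0.1, or 2% of a multiple where that is more), and for the 5346 genes that had them the squared difference of the counts of a pair was divided by their sum. This ratio was tested on simulated data, where an independent pair gave 0.996 and a pair sharing fragments 0.197. Since the pairs differed by less than the sampling noise, each pair was averaged and counted as 1 sample. The plan had been to use the 14 libraries as samples in every comparison; with 1 sample per cell line, comparisons of 2 cell lines are descriptions with a limit of 2-fold on log2(FPKM + 1).

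The NESC lines (CHIR-P6, CHIR-P23, C8-P7, A9-P7) were tested against the earlier lines (RF-P3, RF-iN-d5, RF-iN-d11) with limma 3.58.1 in R 4.3.3, with an intensity trend, on log2(FPKM + 1) of the 7 averages (5 residual degrees of freedom). Adjusted p-values of single genes in the passages are from limma, by the Benjamini-Hochberg method over the 15024 genes at 1 FPKM or more in at least 2 libraries. On simulated data with 200 changed genes, the fit recovered 77.6% of changes of log2 1.5, 86.6% of log2 2 and 93.9% of log2 3, with 9 false calls. The simulated averages were independent of each other, whereas the real lines are successive stages. The simulation therefore cannot give the number of false calls in the real data. Lists of genes were tested with camera of the same package, with a preset correlation of 0.01 and with an estimated one, adjusted over 30 lists. With the estimated correlation, camera called none of the 30 lists, the lowest adjusted p being 0.18 for the extracellular matrix list. A missing call with this setting therefore does not set one list apart from another. The overlap of lists and clusters was tested with Fisher's exact test among the 1627 genes of Table S1, adjusted over 120 pairs of a list and a cluster. All 35 splits of the 7 averages into 4 and 3 were fitted in the same way.

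The 33 gene lists were written from general knowledge and, for the genes of Fig. 1B, Fig. 5B and the text, from the paper. Named genes were chosen by rule: for each comparison of 2 cell lines the 6 largest increases and decreases among genes of at least 20 FPKM in the higher line whose libraries do not overlap and whose symbol is not a LOC number, up to 4 called genes per list by absolute log2 fold change, and every gene the paper names; for C8-P7 against A9-P7 also every reprogramming factor and imprinted gene. The values of some genes of Table S1 had been seen in the paper's table when the rule was written. Genes outside the rule that are named in full as the members of an overlap or in profiles were chosen after their values were seen. Results that name some further genes, which the rule would include, are not reported here. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9 were used for the tables and figures.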

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

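Every test of an explanation in this part was chosen only after the result was seen.

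Of 142 groups tested (139 named genes over the 4 NESC lines and 3 library measures over the 7 lines), 12 genes had 1 NESC line flagged as apart from the other 3 (Dixon's test on log2(FPKM + 1)). Chance gives such a result in about 1 of 20 groups. The test sets the gap against the range of the lines, so a small difference can be flagged. CHIR-P6 was the lowest for genes of neural and stem cells: LIN28A at 51.4 FPKM, SOX3 at 0.0500 FPKM and POU3F3 at 0.135 FPKM. It was the highest for CHD3 at 18.8 FPKM, EMX2 at 0.256 FPKM, OAS3 of the interferon response at 0.0740 FPKM, RPL38 of the ribosome at 1621 FPKM and ZFP42 at 0.0851 FPKM. C8-P7 was the lowest for BST2, an interferon-induced membrane protein listed at 0, and for XPNPEP1 at 47.3 FPKM, and the highest for MSI1 at 28.0 FPKM. A9-P7 was the lowest for SEC11C, a signal peptidase subunit, at 17.9 FPKM. BST2, EMX2, OAS3 and ZFP42 were under 1 FPKM in all 4 NESC lines. For ZFP42, listed at 0 in the later lines, any value above 0 in CHIR-P6 would be flagged. RPL38 was at 1342 to 1377 FPKM in the later lines, a small difference from CHIR-P6.

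The colonies C8-P7 and A9-P7 differed from CHIR-P23 in opposite directions in FGF13, NDN, POU5F1 and VAT1L, a difference that was not tested. The log2 differences in C8-P7 and A9-P7 were 1.033 and -2.92 for FGF13, a fibroblast growth factor family member, 1.32 and -3.70 for NDN, an imprinted gene of neurons, -2.31 and 1.98 for POU5F1, and -1.07 and 1.21 for VAT1L, a synaptic vesicle protein homologue.

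Outside the genes of Table S1, 270 genes were at least 2-fold higher in both RF-iN-d5 and RF-iN-d11 than in RF-P3 and each of the 4 NESC lines, out of 323 such genes in all; 30 of the 270 have LOC symbols.

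Both libraries of each cell line may share part of their fragments. Separate cultures would give a ratio of squared difference to sum of at least 1, and the highest of the 7 pairs was 0.151. If the same reads had been deposited unchanged under both names, at least 99% of the genes would hold equal counts, and the highest share was 67.6%. These values argue against separate cultures and against an unchanged copy of 1 set of reads. A partial overlap of reads was left open, including 1 set of reads filtered differently for each library.

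Genes of at least 20 FPKM in CHIR-P23 that were at least 2-fold lower in both colonies numbered 32, among them ANXA2, S100A10 and S100A6. Fibroblasts left in CHIR-P23 would have to be 28.7% of the culture at the median gene (lower quartile 7.16%), and 17 abundant fibroblast genes kept a median of 0.731%, an upper quartile of 2.14% and at most 4.88% of their RF-P3 level. Cells of the RF-iN-d11 stage would have to be 26.5% at the median gene (lower quartile 12.8%), and 14 such genes kept a median of 0.531%, an upper quartile of 0.854% and at most 5.26%. Such cells are thus unlikely to account for most of the 32 genes, but for those that need the lowest share, such as S100A6 (65.2 FPKM in CHIR-P23, 1973 FPKM in RF-P3 and 2369 FPKM in RF-iN-d11), they were left open. Loss of a subset of cells at single-cell cloning, or further passage, was not tested.

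POU5F1 was at 298 FPKM in A9-P7 and 14.3 FPKM in C8-P7 (log2 4.29). A difference in scaling is unlikely, as the median log2 difference of 12535 genes between these colonies was -0.0231. Greater activity of other genes of the pluripotency list in A9-P7 is unlikely as well, since the largest difference among 8 other members was 0.29, for SALL4. Of these, UTF1, ZFP42 and TDGF1 are listed at 0 in both colonies, and L1TD1 was at most 0.0767 FPKM. KLF4, another introduced factor outside this list, was at 1.44 FPKM in A9-P7 and 0.194 FPKM in C8-P7. SOX2 was at 87.1 and 81.3 FPKM. Transcripts from the introduced POU5F1 cannot be told from the endogenous ones, so a retained or reactivated retrovirus was left open.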

How the results depend on the processing

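Leaving out 1 cell line in turn, the 14 libraries as samples, and the labels as deposited were chosen only after the results were seen.

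The cause was not tested for any change given here. Between the NESC and earlier lines, the main counts are 1137 higher and 1987 lower genes. They were 1467 and 2310 with a pseudocount of 0.1, 985 and 1766 with no filter on low values, 957 and 1675 at 5 FPKM, 1621 and 1668 after quantile normalization, 1392 and 1820 after rescaling, 1123 and 1966 without the trend, 1294 and 2368 with 14 libraries as samples, and 1282 and 2357 with a replicate block; leaving out 1 library in turn gave 1130 to 1142 and 1983 to 1994, and 1 line in turn 868 (without A9-P7) to 1238 (without CHIR-P6) and 1628 (without C8-P7) to 2218 (without RF-P3). No gene called in the main setting was called in the opposite direction in these settings. A pseudocount of 5 gave 501 and 1115, and no fold change minimum 2522 and 3094; the latter was not run for comparisons of 2 lines, which have no test. Relative depth of the shallowest lines limits genes of low FPKM.

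Comparisons of 2 lines moved with the pseudocount. With 0.1, higher genes numbered 2390 (RF-iN-d5 vs RF-P3), 935 (RF-iN-d11 vs RF-iN-d5), 1936 (CHIR-P6 vs RF-iN-d11), 539 (CHIR-P23 vs CHIR-P6), 430 (C8-P7 vs CHIR-P23), 695 (A9-P7 vs CHIR-P23), 758 (A9-P7 vs C8-P7) and 2852 (CHIR-P6 vs RF-P3); lower genes numbered 955 (RF-iN-d11 vs RF-iN-d5), 1499 (CHIR-P23 vs CHIR-P6), 1058 (C8-P7 vs CHIR-P23), 922 (A9-P7 vs CHIR-P23) and 470 (A9-P7 vs C8-P7), and transient genes 515. With 5, higher genes in the same order numbered 494, 102, 489, 68, 30, 53, 32 and 677, lower genes 668, 82, 925, 169, 99, 125, 46 and 1503, and transient genes 136. With at least 5 FPKM, counts moved to 264 higher and 251 lower (RF-iN-d11 vs RF-iN-d5), 88 higher (C8-P7 vs CHIR-P23), and 121 higher and 115 lower (A9-P7 vs C8-P7).

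With the labels as deposited, 6 of the 21 factors of Fig. 5B passed the 5 FPKM filter. On genes of at least 1 FPKM, the lowest Pearson correlation of the pairs was 0.999249 and Spearman's ranged from 0.999163 to 0.999796. With an estimated correlation, adjusted p of camera was 0.352 for AP-1 and for transport to the Golgi, 0.497 for the cell cycle, translocation into the endoplasmic reticulum and neurons, 0.535 for cholesterol synthesis, 0.283 for ETS, FGF and MAPK targets, fibroblast, interferon, KLF and neuroepithelial genes, 0.181 for extracellular matrix, 0.7798 for ribosomal proteins, 0.338 for silencing and 0.316 for TGF-beta targets.

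Of 139 named genes in the test between NESC and earlier lines, 8 changed direction, in 15 values, and these 8 genes were not called in the main setting. Log2 fold changes were, after quantile normalization, 0.0865 for EIF5A, 0.00824 for NME2, 0.0310 for PFDN5 and 0.108 for RPL10; after rescaling 0.0760 for RPL10; with a pseudocount of 5, -0.256 for POU5F1. Without RF-P3 they were 0.12 for EIF5A, -2.60 for POU5F1, -0.0110 for RPL38, -0.11 for RPS18 and -0.32 for XPNPEP1; without RF-iN-d11 0.0908 for RPL10; without CHIR-P6 -0.0046 for RPS18; without A9-P7 -0.23 for POU5F1 and -0.01 for XPNPEP1. Leaving out 1 line in turn, the ends of the range not given above were -0.386 for EIF5A, 0.192 for RPL38, 0.172 for RPS18 and 0.375 for XPNPEP1 (without RF-iN-d11), 1.94 for POU5F1 (without RF-iN-d5) and -0.206 for RPL10 (without RF-P3). All 96 named differences of the comparisons of 2 lines (a gene can be named in several) kept their direction and their 2-fold difference in 960 values. The correlation of pairing by library number across 21 pairs of lines had a median of 0.0013, with 0 above 0.1.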

Differences from the paper's values

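Tests compared with the paper's statements here used settings chosen before the data were examined, except the averaging of the pairs and the realignment of labels. For 41 genes that the paper names or plots, 267 values of Table S1 or their counterparts here are at least 1 FPKM, and 0 of these were apart by more than 1.5 times; of 20 values under 1 FPKM, 4 were, in KLF4 (C8-P7), SOX3 (RF-P3 and CHIR-P6) and IGFBPL1 (RF-iN-d5). Over all 1627 genes of Table S1, 146 were not within 0.3 on the log2(FPKM + 1) scale in every average, among them 19 of the 35 genes of G10. The paper's filter kept 1627 genes and the same thresholds kept 1571 here (1545 shared); for the 5 FPKM filter both kept 21 factors of Fig. 5B.

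A figure of the paper differs in direction from the values here, whereas its own Table S1 does not. In Fig. 5B, SOX2 is lower and KLF4 slightly higher in the column for RF-iN-d11 than in that for RF-iN-d5. Here SOX2 was at 67.1 FPKM in RF-iN-d5 and 104 FPKM in RF-iN-d11 (65.4 and 101.7 in Table S1). KLF4 was at 367 and 278 FPKM (359.6 and 274.5 in Table S1). The paper states that TRIM28 increased gradually from RF-iN-d11 on. Here the steps from RF-iN-d11 to C8-P7, at 220.0 FPKM, rose as well (222.0 in Table S1). A9-P7, at 195 FPKM (196.0 in Table S1), was slightly lower than CHIR-P23 at 216 FPKM (log2 -0.15). Both colonies came from CHIR-P23, so C8-P7 to A9-P7 is not a step in time.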

Other observations

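The splits of the 7 lines, and the tests of explanations given with the genes lower in both colonies and with POU5F1, were chosen only after the result was seen.

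Several early neural genes were higher in the NESC lines, while the lists of neurons, of the neural crest and of the midbrain and hindbrain held genes that rose and genes that fell. DRAXIN, a guidance protein of the developing neural tube, rose by a log2 of 4.84 (SE 0.27, adjusted p = 7.8e-05), IGFBPL1 by 4.81 (SE 0.42, adjusted p = 3.1e-04) and POU3F3, a neural POU-domain factor at 0.135 FPKM in CHIR-P6, by 3.44 (adjusted p = 0.048, a call lost without any 1 line other than CHIR-P6). The paper names DRAXIN, IGFBPL1 and POU3F3 from these same samples, so their tests are not independent evidence. Of 14 neuron genes tested, 6 rose and 3 fell (camera, adjusted p = 0.048, adjusted p = 0.50 with an estimated correlation), with NEFM, a neurofilament, at a log2 of 2.27 (call lost without CHIR-P23, C8-P7 or A9-P7) and STMN2, a tubulin-binding protein, at -3.88 (call lost without RF-iN-d5, RF-iN-d11, CHIR-P23, C8-P7 or A9-P7); without C8-P7 or A9-P7, 3 rose, and without RF-iN-d5, RF-iN-d11, C8-P7 or A9-P7 0, 1, 1 and 1 fell; a pseudocount of 5 gave 3 that rose, and no filter on low values 1 that fell. Of 10 neural crest genes, 3 rose and 3 fell (PAX3 3.13, MSX1 -3.53; 0 and 1 rose without RF-iN-d5 and RF-iN-d11; 1 rose and 1 fell with a pseudocount of 5, and 1 fell at 5 FPKM), of 9 midbrain and hindbrain genes 2 rose and 3 fell (GBX2 3.24, EN1 -3.05; 1 fell with a pseudocount of 5), and of 3 forebrain genes EMX2, at 0.256 FPKM in CHIR-P6, fell. Regional identity by the forebrain list thus rests on 3 expressed genes.

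Signalling and metabolic lists gave these counts, which cannot be told apart from effects of the culture medium. By the paper's methods, RF-P3 was kept in serum, SB431542 was added from the induction on, and LIF is named only for the NESC medium. CHIR99021 is named there for the induction medium, in which RF-iN-d5 and RF-iN-d11 were kept, and not for the NESC medium. Of 11 TGF-beta targets, 7 fell (9 when adjusted over the list alone), with TGFBI at a log2 of -7.36 (camera, adjusted p = 2.8e-04, adjusted p = 0.32 with an estimated correlation). Of 14 FGF and MAPK targets, 6 fell, with IER3 at -3.45 (adjusted p = 0.0011, adjusted p = 0.28 with an estimated correlation). Of 18 interferon genes, 8 fell, with BST2 (listed at 0 in C8-P7) at -2.70 (adjusted p = 9.3e-05, adjusted p = 0.28 with an estimated correlation; 2 fell with a pseudocount of 5). Of 13 KLF family genes, 7 fell and 1 rose (8 and 1 when adjusted over the list alone; 4 fell without RF-iN-d5 or RF-iN-d11; 2 fell and 0 rose with a pseudocount of 5), with KLF6 at -1.71 (adjusted p = 0.022, adjusted p = 0.28 with an estimated correlation). Of 22 cholesterol synthesis genes, 6 rose and 1 fell, with HMGCS1 at 1.68 (adjusted p = 0.0029, adjusted p = 0.54 with an estimated correlation; 3 rose without RF-P3, and 0 fell after quantile normalization). Of 13 WNT targets, 2 rose and 4 fell, with a median of 0.61 against the larger number of falls (camera, adjusted p = 0.98, 1 rose without RF-P3 and 0 with a pseudocount of 5). This test pools RF-P3 with 2 lines already in induction medium, so it does not give the change from the fibroblasts. AXIN2 was at 2.43 FPKM in RF-P3, 16.7 in RF-iN-d5 and 33.1 in CHIR-P6, whereas DKK1 went from 312 over 91.6 to 0.570 FPKM. Of 16 glycolysis genes 3 fell (2 when adjusted over the list alone, camera adjusted p = 0.43, 1 without RF-iN-d5). Of 16 imprinted genes, 4 rose and 5 fell (5 and 5 when adjusted over the list alone; 2 rose without RF-iN-d5, and 3 fell with a pseudocount of 5), with PEG3 at 2.81 and H19 at -6.04; the median was -0.11 and camera pointed up (adjusted p = 0.98).

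In the lists of other cell types, 2 of 5 endothelial genes fell (TEK, PECAM1; 1 without RF-iN-d11, CHIR-P6, CHIR-P23, C8-P7 or A9-P7, with a pseudocount of 5, no filter on low values, 5 FPKM or quantile normalization), 2 of 12 epithelial (CLDN4, OCLN; 4 without RF-P3, 1 without CHIR-P23, 0 without any other 1 line, with a pseudocount of 5 or with no filter on low values), 1 of 4 haematopoietic (CD34; 2 without RF-P3 or with a pseudocount of 0.1), 1 of 6 muscle (TNNC1; 2 without RF-P3, 3 without RF-iN-d11, 0 without A9-P7, and 3 and 0 with pseudocounts of 0.1 and 5) and 1 of 3 mesendoderm (GATA6; 0 with a pseudocount of 5). Adjusted p of camera was 0.12, 0.060, 0.056, 0.16 and 0.19. Of the genes named in these lists, TNNC1 and GATA6 were highest in RF-P3, and the others in RF-iN-d5 or RF-iN-d11. CD34, for example, was at 4.23 FPKM in RF-P3 and 100 FPKM in RF-iN-d5, and TEK at 1.53 and 27.1 FPKM. Of the 32 genes of Fig. 1B, 7 fell and 0 rose with limma, 8 and 11 having an unadjusted p under 0.05 in the higher and lower direction (8 fell when adjusted over the list alone; 2 rose without RF-P3 or after quantile normalization, and 1 after rescaling), and of the 15 genes named in the text 4 rose and 3 fell (4 and 5 when adjusted over the list alone; 2 rose without C8-P7 or A9-P7, 6 fell without RF-P3); both sets were chosen by the authors on these samples and are not independent evidence.

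Of the 35 splits of the 7 averages into 4 and 3 lines, 1 called as many genes as the NESC lines against the earlier lines, the smallest number these splits can give, with 3124 genes for the real split and 831 for the highest other. The lines are successive stages, so a split that follows their order is favoured, and the splits do not separate the NESC state from time in culture or from the medium.

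Between colonies and CHIR-P23, C8-P7 had 157 higher and 359 lower genes and A9-P7 236 and 389, and A9-P7 had 200 higher and 179 lower genes than C8-P7. NELL2, a secreted neural protein, was at 54.6 FPKM in C8-P7, 55.7 FPKM in A9-P7 and 10.8 FPKM in CHIR-P23, and SPP1 at 3.01, 2.19 and 119 FPKM. TAGLN was at 0.824 FPKM in A9-P7 and 84.7 FPKM in C8-P7. Profiles like that of KLF4 (r at least 0.875) were found for 308 of 5326 genes, and like that of ETV5 (r at least 0.749) for 952, these limits being the lowest correlations of both factors with the MacERV3 LTRs that the paper gives. LOC106998472 was at 53.0 FPKM in RF-iN-d5 and 27.7 FPKM in RF-iN-d11 and is listed at 0 in the other lines.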
